# Macrophages Contribute to the Cyclic Activation of Adult Hair Follicle Stem Cells

**DOI:** 10.1371/journal.pbio.1002002

**Published:** 2014-12-23

**Authors:** Donatello Castellana, Ralf Paus, Mirna Perez-Moreno

## Abstract

Skin epithelial stem cells operate within a complex signaling milieu that orchestrates their lifetime regenerative properties. The question of whether and how immune cells impact on these stem cells within their niche is not well understood. Here we show that skin-resident macrophages decrease in number because of apoptosis before the onset of epithelial hair follicle stem cell activation during the murine hair cycle. This process is linked to distinct gene expression, including Wnt transcription. Interestingly, by mimicking this event through the selective induction of macrophage apoptosis in early telogen, we identify a novel involvement of macrophages in stem cell activation *in vivo*. Importantly, the macrophage-specific pharmacological inhibition of Wnt production delays hair follicle growth. Thus, perifollicular macrophages contribute to the activation of skin epithelial stem cells as a novel, additional cue that regulates their regenerative activity. This finding may have translational implications for skin repair, inflammatory skin diseases and cancer.

## Abstract 2

Castellana, Paus, and Perez-Moreno discover that skin resident macrophages signal to skin stem cells via Wnt ligands to activate the hair follicle life cycle.

## Author Summary

The cyclic life of hair follicles consists of recurring phases of growth, decay, and rest. Previous studies have identified signals that prompt a new phase of hair growth through the activation of resting hair follicle stem cells (HF-SCs). In addition to these signals, recent findings have shown that cues arising from the neighboring skin environment, in which hair follicles dwell, also participate in controlling hair follicle growth. Here we show that skin resident macrophages surround and signal to resting HF-SCs, regulating their entry into a new phase of hair follicle growth. This process involves the death and activation of a fraction of resident macrophages— resulting in Wnt ligand release —that in turn activate HF-SCs. These findings reveal additional mechanisms controlling endogenous stem cell pools that are likely to be relevant for modulating stem cell regenerative capabilities. The results provide new insights that may have implications for the development of technologies with potential applications in regeneration, aging, and cancer.

## Introduction

Epithelial homeostasis relies on the capability of epithelium to self-renew over a lifetime because of the presence of diverse reservoirs of stem cells (SCs). These reside in anatomically distinct niches that provide them with a specialized microenvironment, which are becoming increasingly well-defined in the largest and most accessible mammalian organ, the skin [1]. Besides its epithelial components, the skin contains both resident and migratory immune cell populations, whose major role is mainly attributed to its function as a central line of defense for fighting infection, as well as promoting skin repair upon injury and external assaults [2]. During wound repair, coordinated and carefully balanced crosstalk between epithelial and inflammatory cells occurs to restore skin homeostasis [2]–[4]. Failure in this communication is associated with major wound healing defects, inflammatory disorders, and malignant transformation [5],[6].

The exact functional relationship of specific immune cell populations in the activation of epithelial progenitor cells in adult mammalian skin is, however, still poorly defined. Moreover, how resident immunocytes interact with epithelial SCs *in vivo* is not fully understood. Such interactions can be optimally studied in the best-characterized reservoir of adult skin epithelial SCs, the hair follicle (HF) bulge [7],[8].

The bulge is located around the level of insertion of the arrector pili muscle into the HF epithelium below the sebaceous gland, enjoys a relative immune privilege [9]–[11], and is ensheathed by a specialized mesenchyme, the connective tissue sheath (CTS) [12]–[14], which is richly endowed with macrophages and mast cells that home into this skin compartment early during HF development [15]. Bulge SCs (HF-SCs) are the essential prerequisite for the cyclic regeneration of HFs, during which it switches from phases of growth (anagen) via regression (catagen) to relative quiescence (telogen) [7],[16]. HF entry into anagen requires the activation of HF-SCs and of progenitors located in the secondary hair germ (HG) that expand to give rise to a new anagen HF [17]–[19].

Important for the activation of HF-SCs at the end of telogen is the close and dynamic interaction with a specialized condensate of inductive fibroblasts, the dermal papilla (dp), which provides a specialized microenvironment [14]. Recently, other intercellular interactions within the HF niche and with its mesenchymal environment have become appreciated as key elements of HF-SC activation [12],[13]. These elements include signals in the niche itself that arise from the HF-SC progeny [20], and signals of the tissue macroenvironment arising from dermal fibroblasts, adipocytes [21] and preadipocytes [22], and nerve fibers [23]. However, despite their prominence in the HF mesenchyme, including in the peri-bulge CTS [15], the role of perifollicular macrophages in HF-associated epithelial-mesenchymal interactions has remained unclear.

Recent studies have contributed greatly to our understanding of the key role of two major signaling pathways in the intrinsic activation of HF-SCs and the entry of HF into anagen. These pathways are the stimulatory Wnt/β-catenin signaling pathway [24],[25], and the inhibitory bone morphogenetic protein (BMP) signals arising from the dp that uphold HF-SCs in a quiescent state [24],[25]. Interestingly, these signals are also exploited by the skin macroenvironment, which generates synchronized cyclic waves of BMP activity that decline when Wnt expression waves arise, thereby controlling HF cycling. These cyclic waves respectively subdivide telogen into refractory and competent phases for HF regeneration [21]. Remarkably, HF growth stimulatory signals can also be propagated during the transition from telogen to anagen via neighboring HFs [26]. Whether immune cells located in the perifollicular macroenviroment, such as macrophages, contribute to the establishment of the refractory and competent phases of telogen, or in the propagation of the HF growth stimulatory cues is much less clear.

It is now firmly established that mature HFs have a distinctive immune system [11],[27]. Indeed, both the HF bulb and the HF bulge represent areas of immune privilege [9],[11],[28], whose collapse gives rise to distinct inflammatory hair loss disorders [10],[29]. Interestingly, HFs are constantly in close interaction with immune cells, namely intraepithelially located T lymphocytes and Langerhans cells, and macrophages and mast cells located in the HF's CTS [15],[30]–[32]. The HF epithelium also may serve as portal for the entry of immune cells into the epidermis, such as dendritic cells [33], as a habitat for both fully functional and immature Langerhans cells [34] and as a potent source of chemokines that regulate dendritic cell trafficking in the skin [33].

Prior studies have shown that intracutaneous immune cell populations fluctuate substantially in number and activities during synchronized HF cycling [27],[33],[35]–[41]. While it is known that this fluctuation results in major changes in skin immune responses (e.g., inhibition of contact hypersensitivity in anagen skin [35]), and in the intracutaneous signaling milieu for various immunomodulatory cytokines and chemokines [33],[42], it is insufficiently understood whether these hair cycle-associated changes are a consequence of HF cycling or if they actively regulate the latter and/or the hair cycle-associated activity of HF-SCs.

For example, perifollicular mast cells and macrophages have been implicated in the regulation of HF growth through anagen and the entry into catagen [15],[36]–[41],[43]. Namely, timed release of the catagen-inducing growth factor, Fgf5, by perifollicular macrophages may regulate the anagen-catagen switch [36],[44], while clustering of macrophages around isolated HFs may serve to delete selected pilosebaceous units [30]. Most recently, it has been shown that loss of γδT cells, which are required for HF neogenesis induced upon wounding [4], results in hair cycling abnormalities [42].

Whereas these studies have implicated immune cells in HF cycling, their role in the spatio-temporal cyclic activation of HF-SCs, specifically in the physiological entry of telogen HFs into anagen, remains to be defined. Using the murine hair cycle as a model system and focusing on macrophages, we have addressed this important, as yet uncharted aspect of HF-immunocyte interactions. These studies define a new role for skin-resident macrophages in the activation of HF-SCs.

## Results

### Skin-Resident Myeloid Cells Decrease in Number as Telogen Advances to Anagen

To evaluate the association of HF-SC activation with specific populations of skin-resident inflammatory cells, we first performed immunofluorescence analyses in mouse backskin sections isolated from matched areas of defined phases of spontaneous murine HF cycling. These analyses were performed from the telogen through the anagen phase of the first (Figure S1A), and the second postnatal hair cycle (Figure 1A). The telogen phase of the first HF cycle lasts only for 1–2 days, whereas the second telogen starts around postnatal day 44 (P44) and last for 3–4 weeks. Thus, we subdivided the second telogen in three telogen stages, the early telogen stage (Te, Postnatal day 44, P44), mid telogen (Tm, P55), late telogen (Tl, P69), and included an anagen stage (A_VI_, P82) according to the classification of Muller Rover [45], to perform our comparative analyses (Figure 1A). The second telogen corresponded to the refractory and competent telogen phases [21], as supported by the analysis of BMPs and Wnts transcript levels (Figure S2).

**Figure 1:**
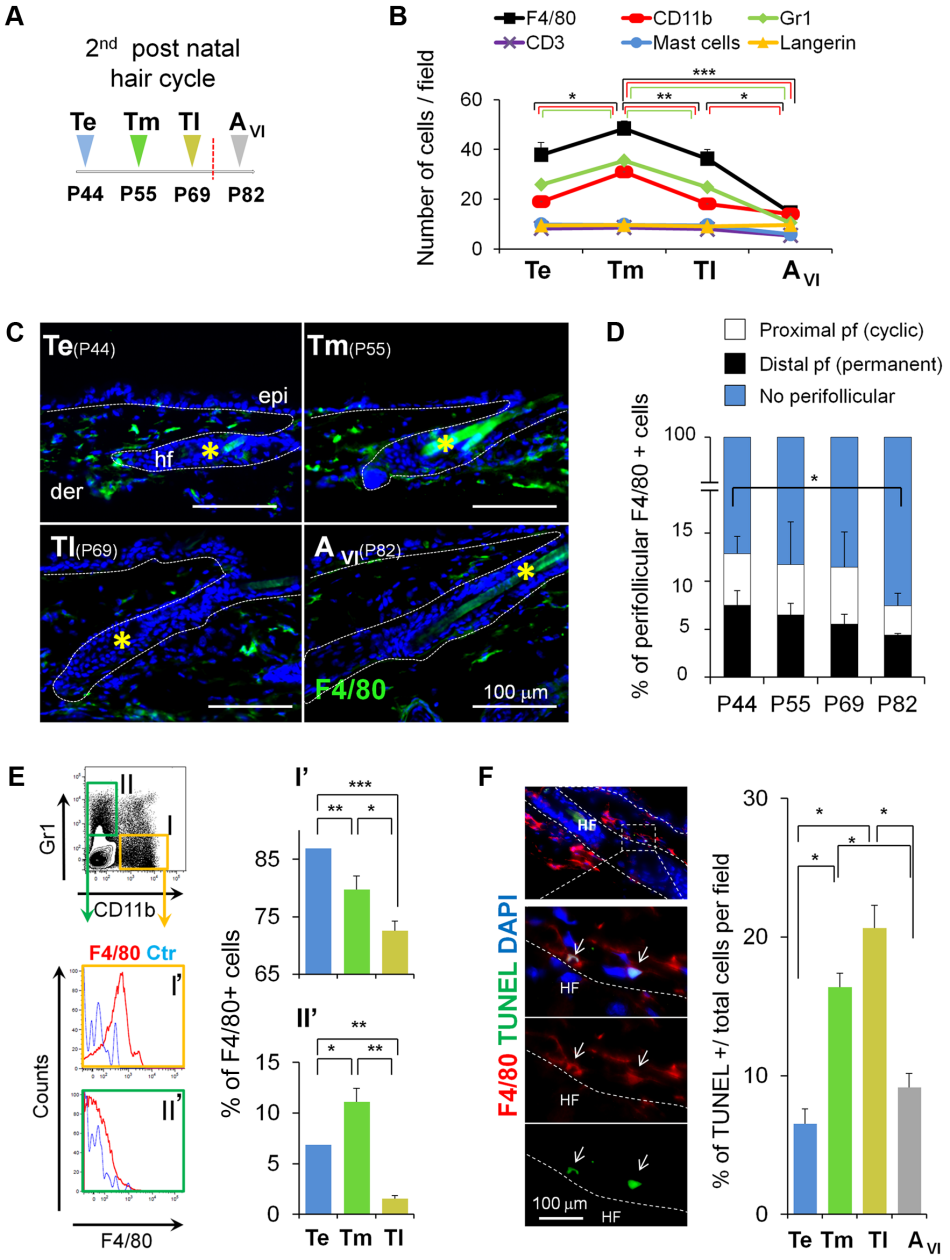
Skin-resident macrophages decrease in number before the onset of anagen. (A) Time course of isolation of backskin samples. The second telogen period was subdivided into three stages followed by anagen. P44, early telogen (Te); P55, mid telogen (Tm); P69, late telogen (Tl); and P82, anagen (A_VI_). (B) Fluctuations in the number of skin-resident immune cells during the second hair cycle analyzed by immunofluorescence. Note the decrease in cells expressing the myeloid markers CD11b, Gr1, F4/80 before the onset of anagen. Each histogram point represents the mean value of positive cells per 10× magnification field. 10 fields/section/mouse were analyzed; *n* = 4. See also Figure S1. (C) Expression of F4/80 cells (green) in skin at Te, Tm, Tl, and A_VI_ stages, counterstained with DAPI (blue). Bar = 100 µm; *hair shaft autofluorescence. (D) Fluctuations in the number of perifollicular macrophages during the second hair cycle analyzed by immunofluorescence. Note the decrease in F4/80^+^ at A_VI_. Each histogram point represents the mean value of positive cells per 10× magnification field at 30 µm distance from HF [15]. 10 fields/section/mouse were analyzed; *n* = 4. (E) FACS analysis of single cell suspensions from total skin samples harvested at Te, Tm, and Tl stages. Histograms show the percentage of F4/80^+^ cells gated from the CD11b^+^Gr1^−^cells (I) and Cd11b^−^Gr1^+^ (II) populations; *n* = 7–12. The gating strategy is shown in Figure S3A. (F) TUNEL^+^F4/80^+^ cells in Tm. Histograms show the percentage of TUNEL positive cells in the FACS sorted CD11b^+^F4/80^+^Gr1^−^ macrophage population (I) analyzed in cytospin preparations; *n* = 3. The gating strategy is shown in Figure S11 A. Note: *n* refers to the number of mice, per point per condition. *p≤0.05; **p<0.005; ***p<0.0005. All data used to generate the histograms can be found in Data S1.

We observed that the number of Langerhans cells (Langerin), mast cells (toluidine blue), and T-lymphocytes (CD3) were not significantly different in these stages (Figures 1B, S1C, and S1D). However, the number of myeloid cells (F4/80, CD11b, and Gr1) increased at Tm and progressively decreased at Tl before the onset of HF-SC activation as observed by immunofluorescence (Figure 1B and 1C) and fluorescence-activated cell sorting (FACS) analyses (Figure S3). This global decrease was observed in the dermis (no perifollicular) but also in macrophages located near the distal (close to the epidermis) and proximal portion of HFs as Te progresses to anagen (Figure 1D and 1E).

Moreover, analyses of skin whole mount stainings and 3-D reconstructions showed that ∼50% of HFs in telogen exhibited F4/80^+^ cells, and only 10% of HFs displayed dense perifollicular inflammatory cell clusters (PICCs) as previously defined (Figure S4) [30]. Interestingly, in the short transition from telogen to anagen of the first postnatal HF cycle, a decrease in F4/80 and CD11b, but not in Gr1 positive cells was also observed (Figure S1B). We also confirmed that through the first anagen phase (from A_IIIa_ to A_VI_) there was an increase in the numbers of these cells, consistent with previous reports [15],[36]. Since different populations of macrophages reside in skin, we performed flow cytometry (FACS) analyses in total skin samples during the second telogen (Figure 1A) to obtain a more detailed analysis of their phenotype and number.

To analyze the number of F4/80^+^ cells, mature resident macrophages were gated from either CD11b^+^ or Gr1^+^ (Ly6G^+^) cells (Figures 1E and S3A). This allowed us to differentiate CD11b^+^Gr1^−^F4/80^+^ macrophages (I′), from the myeloid CD11b^−^Gr1^+^F4/80^+^ population (II′). These analyses showed that CD11b^+^F4/80^+^Gr1^−^ macrophages gradually decreased from Te to Tl, whereas CD11b^−^F4/80^+^Gr1^+^ myeloid cells increased in number at Tm, followed by a significant decrease at Tl (Figure 1E). Of note, no changes were observed in either the number of CD11c^+^ cells in total murine skin, or of F4/80^+^ cells present within this dendritic cell population (Figure S3B).

Next, we asked whether the observed numeric reduction of macrophages towards the end of telogen and before anagen induction (Figure 1B and 1E) was due to macrophage apoptosis. TUNEL analyses of skin sections co-stained with F4/80 revealed the presence of F4/80^+^/TUNEL^+^ cells at HF distal, proximal, and no perifollicular regions (Figures 1F and S1F). In addition, TUNEL analyses in FACS-isolated CD11b^+^Gr1^−^F4/80^+^ cells from total skin showed a significant increase in apoptosis, when isolated from skin that progressed from Tm to Tl (Figure 1F), consistent to the subG1 peak observed in their cell cycle profile (Figure S1G). Taken together, these data suggest that the telogen-anagen switch of the hair cycle is associated with an apoptosis-driven reduction of skin-resident macrophages.

### Experimental Ablation of Skin-Resident Macrophages Induces Precocious HF Entry into Anagen

Our results raised the intriguing hypothesis that the observed decrease in mature skin resident macrophages may be related to HF-SC activation and anagen induction. To probe this possibility and characterize the relevance of macrophages in the activation HF-SCs, we attempt to use inducible LysMCre-diptheria toxin receptor (DTR) mice, which express DTR in myeloid cells [46]. After DT administration, myeloid cells are susceptible to ablation. However, although this model is well-characterized under conditions of wound repair [47], we did not observe the expression of LysM^+^ resident cells in skin using the reporter mice LysMCre-Katushka under steady state conditions, as compared to the expression in the bone marrow derived macrophages (BMDMs), liver, and spleen (Figure S5). This observation may be explained by the fact that at least two different lineages of macrophages exist in mice, one derived from hematopoietic SCs, and the other derived from the yolk sac closely associated with epithelial structures [48]. Thus, we turned to chemical targeting via clodronate-induced macrophage apoptosis [49] in early telogen skin, to mimic the reduction in macrophage numbers. We focused on the second HF cycle, which is routinely exploited in hair research to dissect hair cycle-regulatory signals [18],[24],[50]–[52]. We performed subcutaneous injections of clodronate-encapsulated liposomes (CL-lipo), which are specifically engulfed by macrophages and induce their apoptosis [49],[53]. Because of its selectivity, this cell ablation system is widely used to explore the role of macrophages in other systems [54]–[56].

First, empty PKH67-labeled liposomes were subcutaneously injected as controls, and backskins from matched areas were collected to avoid HF regional differences in skin [21],[52]. The specific uptake of the injected PKH67-liposomes by skin-resident macrophages was confirmed by double immunofluorescence analyses of PKH67 labeled membranes and F4/80 (Figures 2A and S6A). Next, we examined the effectiveness of the treatment at different time points after its administration (Figure 2B), and observed that F4/80^+^ cell numbers in skin were significantly reduced at T2 and T4 at HF distal, proximal, and no-perifollicular regions (Figures 2C and S6B). TUNEL analyses showed an increase in F4/80^+^ apoptotic cells starting from T1 (Figure S6C). This reduction was also observed for CD11b^+^ and Gr1^+^ cells (Figure S6D). Overall, the final number of resident macrophages was similar to the one at physiological Tm and Tl stages (Figure 1B).

**Figure 2:**
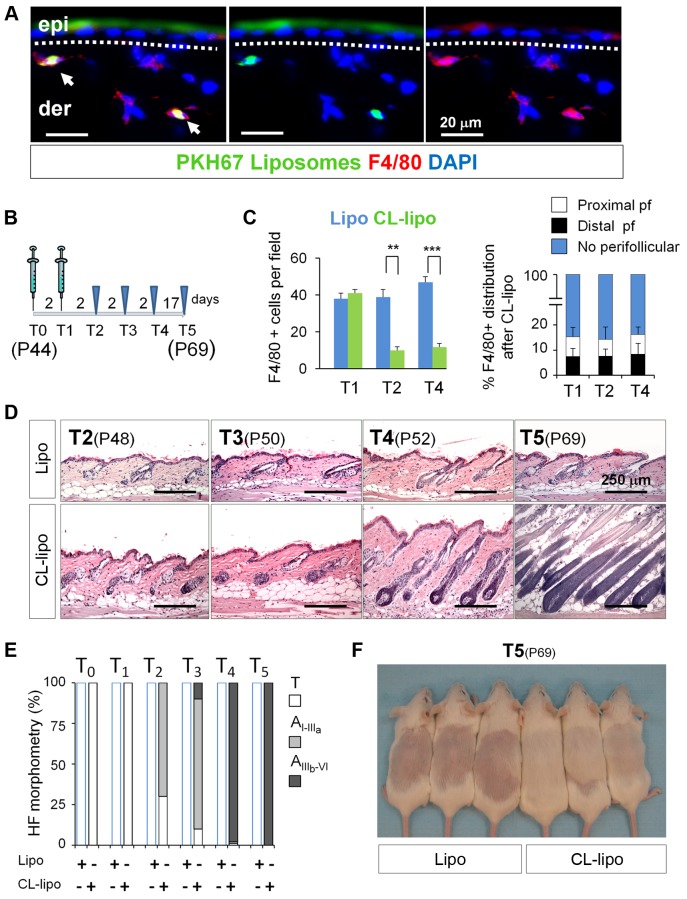
Reduction of macrophage numbers in early telogen induces precocious HF growth. (A) The specific uptake of liposomes by macrophages was analyzed by co-immunofluorescence analysis of F4/80^+^ cells (red) and the detection of the liposomal PKH67 label (green) in skin sections after the injection of PKH67-liposomes. Arrows indicate double labeling; *n* = 2. Bar = 20 µm. (B) P44 mice were injected in the backskin for two alternated days with CL-lipo. Samples were collected for analyses at the time indicated in the diagram. (C) Histograms represent the quantification of F4/80^+^ cells in the backskin after treatment with CL-lipo and Lipo (left). Also shown is the distribution of F4/80^+^ cells in the backskin after treatment with CL-lipo (right). 10 fields/section/mouse were analyzed; *n* = 4. (D) Hematoxylin–eosin staining of backskin samples isolated after treatment with CL-lipo and Lipo controls. Bar = 250 µm, *n* = 4. (E) Histomorphometric analysis of HF stages after macrophages reduction. 100 HFs/mouse were analyzed; *n* = 4. (F) Appearance of the hair coat at T5 (P69), after shaving and treatment with CL-lipo and Lipo controls at T0 (P44). **p<0.005; ***p<0.0005. Note: *n* refers to the number of mice, per point per condition. All data used to generate the histograms can be found in Data S1.

We then assessed the effect of experimentally decreasing macrophage numbers at Te on hair growth. Strikingly, histological analyses revealed that as soon as macrophage levels were reduced (T2), HF entered into anagen (Figure 2D). At T4, while HFs in control animals were still in telogen (P52), nearly 100% of the HFs of CL-lipo-treated mice entered into anagen, as shown by quantitative hair cycle histomorphometry (Figure 2E). These differences were phenotypically noticeable by the premature appearance of the hair coat in the previously shaved backskin of CL-lipo-treated mice, when compared with controls (T5) (Figure 2F). Of note, the observed anagen-promoting effects of macrophage reduction in HF growth does not seem to be strain specific, since it can also be observed in another mouse strain in the areas of CL-lipo injection (Figure S6E and S6F).

Next we analyzed the effect of experimentally decreasing macrophage numbers on bulge HF-SCs, which are characterized by their slow cycling properties (label retaining cells [LRCs]) [17],[57], whereas their progeny divides rapidly to expand and migrate [18],[19] giving rise to the matrix progenitor cells and the generation of fully mature HFs [18],[19],[58]. To this end, we performed pulse-chase strategies using doxycycline-regulated keratin 5 (K5)tTA (TetOff)-Histone H2B-GFP mice [17]. After finishing the chase at P56, we treated the mice for two alternate days with CL-lipo and observed a proportion of LRCs outside the bulge when compared to controls (Figures 3A and S7A).

**Figure 3:**
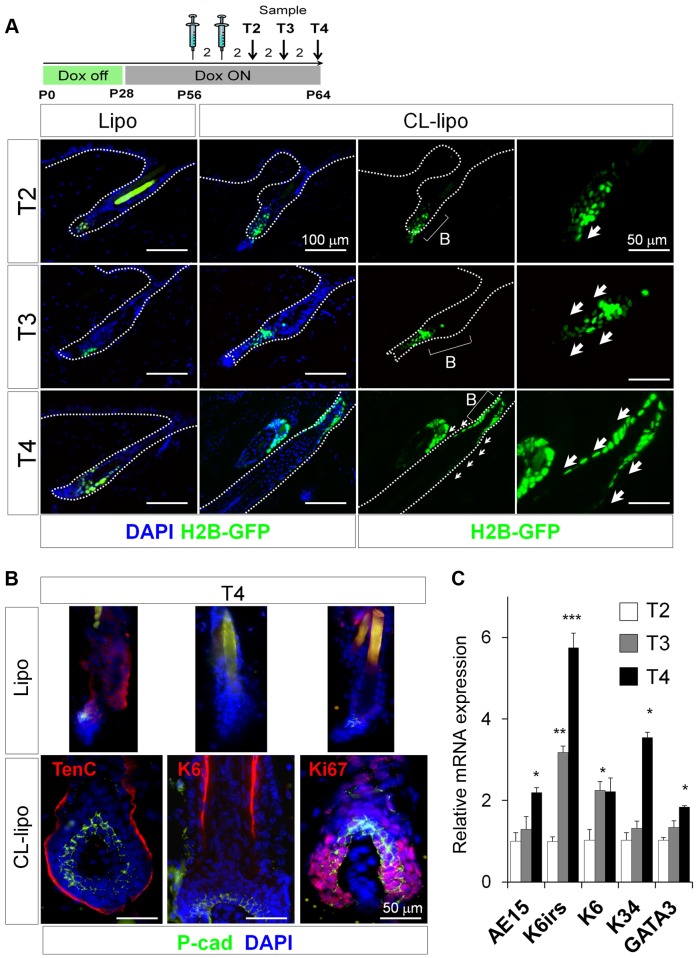
Reduction of macrophage numbers in Telogen induces precocious exiting and differentiation of HF-SCs. (A) Representative backskin sections of K5tTA-pTREH2B-GFP mice, subjected to a pulse-chase treatment with doxycycline, followed by treatment at P56 for two alternated days with CL-lipo or Lipo controls. Arrows show the mobilization of LRCs (green); *n* = 3. Dox, doxycycline. (B) Immunofluorescence analysis of P-cad, Tenascin C (TenC), Keratin6 (K6), and the proliferation marker Ki67; *n* = 4. *Hair shaft autofluorescence. Bar = 50 µm. (C) Relative mRNA expression of the differentiation markers trichohyalin (AE15), K6irs, K6, K34, and GATA3 from total backskin samples after treatment with CL-lipo, normalized to Lipo controls; *n* = 2–4. *p≤0.05. All data used to generate the histograms can be found in Data S1.

Moreover, the precocious entry of HFs into anagen occurred with no obvious alterations in HF differentiation. Immunostaining analyses confirmed the presence of Ki67^+^ proliferative cells in the hair matrix along with the expression of P-cadherin (P-cad), as well as the distribution of the companion layer marker keratin 6 (K6) and the extracellular matrix protein tenascin C (TenC), all in the expected HF locations (Figure 3B). The expression of K6irs, K34, GATA3, and the inner root sheet marker trichohyalin (AE15) was also analyzed in total skin at mRNA level (Figure 3C). Globally, these data suggest that the reduction of macrophages during telogen induces a precocious exiting and differentiation of HF-SCs.

### CL-lipo Treatment Is Macrophage-Specific and Induces Neither HF Toxicity Nor Skin Inflammation

As CL-lipo-induced toxicity and inflammation might have generated this effect, we systematically probed this possibility. Since the rate of intraepithelial HF apoptosis is a very sensitive indicator of HF damage (dystrophy) [59],[60], it is important to note no major signs of apoptosis were observed in epithelial cells compared to controls (Figure S6G).

Furthermore, no changes were observed in the number of other immune cells, including T-cells (CD3), mast cells, and B-cells (Pax5) in skin (Figure S6D), supporting that CL-lipo treatment was macrophage-selective. This was further corroborated by the observation that subcutaneous CL-lipo treatment did not impinge on the number of monocytes and macrophages of bone marrow, spleen, or peripheral blood (Figure S7B and S7C).

This finding was in line with the observation that CL-lipo induced neither an increase in the expression of the prototypic pro- and anti-inflammatory cytokines, interleukin-10 (IL10) and -12 (IL12), respectively, in skin (Figure S7D). In addition, no changes in the expression of the proinflammatory molecule ICAM1 were observed in skin, even after 2 and 4 d post treatment (T2 and T3) (Figure S7E). However, ICAM1 of the HF epithelium increased at late stages upon CL-lipo treatment (T4), consistent with the documented upregulation of ICAM-1 expression in anagen_VI_ HFs just before their entry into catagen [61].

### Reduction of Skin Macrophages Is Associated with Activation of β-catenin/Wnt Signaling

Due to the recognized fundamental role of Wnt/β-catenin signaling in HF-SC activation and HF growth [24],[62]–[66], we next analyzed the distribution of β-catenin after CL-lipo treatment by immunofluorescence. Interestingly, nuclear β-catenin was detected in HFs early after CL-lipo treatment (T2) (Figure 4A). In addition, under the background of TCF/Lef:H2B-GFP transgenic mice [67], the CL-lipo treatment induced signs of H2B-GFP expression in few CD34^+^ bulge cells and in the HG at T2, not observed in Lipo controls (Figure 4B). This level of activation is consistent with physiological levels as previously documented [68]. We also performed RT-PCR analyses in FACS-isolated HF-SCs (Figure 4C) and observed an increase in their number and in the relative mRNA expression levels of the Wnt signaling related genes Lef1 [68],[69], and mOVO1 [70] and Axin2 [71] starting from T2, without any changes in the expression levels of the HF-inhibitory proteins BMP2 and BMP4 (Figure 4D) [18],[21],[25],[72]. As expected these increases were also observed in total skin at late stages of anagen when the matrix forms and HFs differentiate (Figure 4E). These data support an association between macrophages and the β-catenin/Wnt signaling in the activation of HF-SCs.

**Figure 4:**
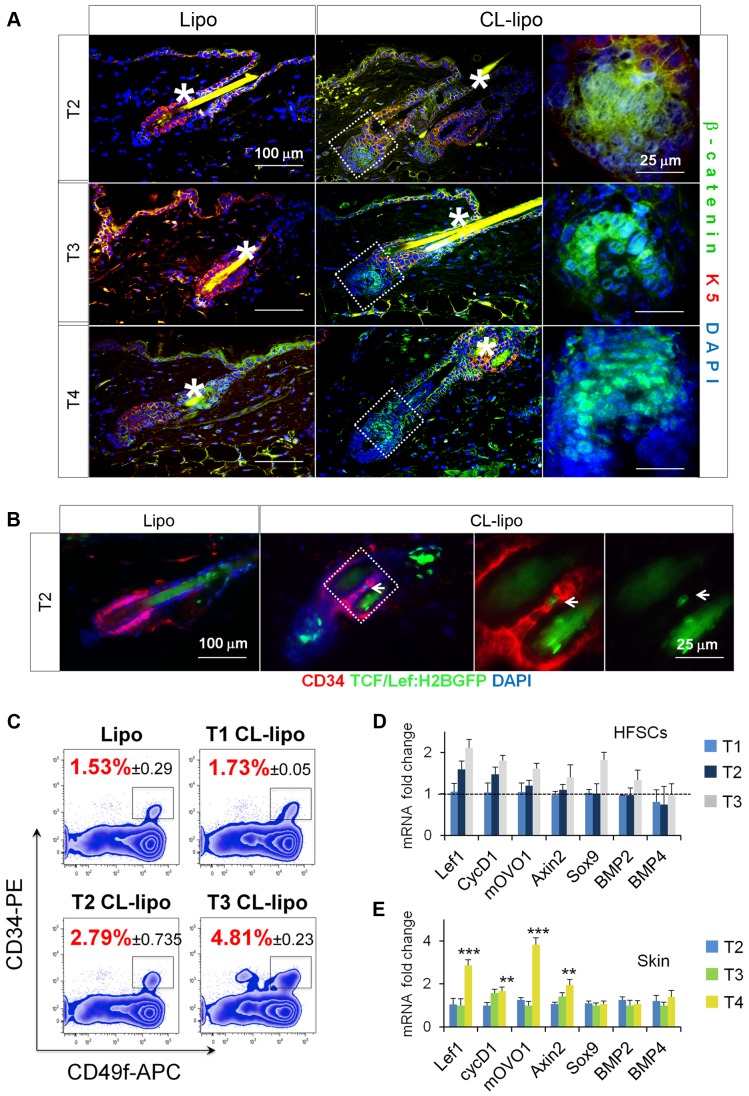
Reduction of skin macrophages is associated with activation of β-catenin/Wnt signaling. (A) Immunofluorescence analysis of β-catenin (green) and K5 (red) in backskin sections of mice treated with CL-lipo and Lipo controls; *n* = 4. *Hair shaft autofluorescence. Bar = 25 µm. (B) Immunofluorescence analysis of CD34 (red) and H2B-GFP signal (green) in T2 backskin sections of TCF/Lef:H2B-GFP transgenic mice treated with CL-lipo and Lipo controls; *n* = 3. Arrows point to GFP positive cells. Bar = 25 µm. The gating strategy is shown in Figure S11 B. (C) FACS analysis of single cell suspensions of CD34^+^CD49f^+^ HF-SCs (gated) isolated from backskin of mice treated with CL-lipo or Lipo controls at specified time points; *n* = 2–4. (D) Relative mRNA expression of canonical Wnt/β-catenin target genes and BMP signaling genes in HF-SCs isolated as indicated in (B); *n* = 2–4. (E) Relative mRNA expression of canonical Wnt/β-catenin target genes and BMP signaling genes in total back-skin samples after treatment with CL-lipo compared to Lipo controls; *n* = 6. Note: *n* refers to the number of mice, per point per condition. *p≤0.05. All data used to generate the histograms can be found in Data S1.

### Resident Macrophages Express HF-SC Stimulatory Factors before the Onset of Anagen

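For the microarray analysis, RNA of CD11b+Gr1−F4/80+ macrophages pooled from 3 littermate mice was hybridized at each stage to 1 Agilent array in 1 color (Cy3), after whole transcriptome amplification of small amounts of RNA. Early (Te), mid (Tm), and late telogen (Tl) were thus represented by 1 array each, and no difference between stages can be set against a spread between replicates. All 3 arrays lay on 1 slide. The sample labels give the Te mice as day 42 after birth where the paper gives day 44, and both give day 55 for Tm and day 69 for Tl.

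The scanner files deposited by the authors hold the intensity of each spot on a linear scale, corrected for background by the scanner's software and not normalized between arrays. Here the log2 intensity of the 55681 non-control probes was taken relative to the 75th percentile of each array, and spots that the software marked as outliers were left out (162 at Te, 274 at Tm, and 281 at Tl). No spot was saturated. At Te 71.4% of the probes were well above background, compared to 59.6% at Tm and 68.7% at Tl. The 75th percentile of the signal was 21.7 times the lowest signal well above background at Te, 16.5 times at Tm, and 32.3 times at Tl. Repeated spots of a probe had a median SD (log2) of 0.12 at Te, 0.10 at Tm, and 0.10 at Tl. This technical error gives a difference between the Te and Tl arrays an SD of 0.16, and it does not include the variation between mice, sorts, or amplifications. Where a probe was well above background on only 1 of the arrays compared, its change is given as a lower bound ("at least"), computed against the lowest signal well above background on the dim array or the dim probe's own signal, whichever was higher. A gene measured by several probes is given by the probe with the highest mean signal. Of all probes, 26056 could be given a current gene symbol, for a total of 19752 genes.

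The authors also deposited a table of processed log2 values for 36409 probes. These values are centered on the median of the 3 arrays for each probe, and all probes in the table vary by at least 1 log2 unit between the arrays. The change from Te to Tl in this table matched the scanner file deposited for Tm up to a constant, with a residual SD (log2) of 0.0057 over 36380 probes. Its Pearson correlation with the change in the scanner file deposited for Tl was 0.729. In the same way, the Tm column of the table matched the scanner file deposited for Tl with a residual SD of 0.0044. The deposited files therefore assign the arrays of Tm and Tl in opposite ways. Changes from Te to Tl are given first for the array deposited as Tl, and then for the array deposited as Tm, which the value table lists as Tl.

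**Figure D1:**
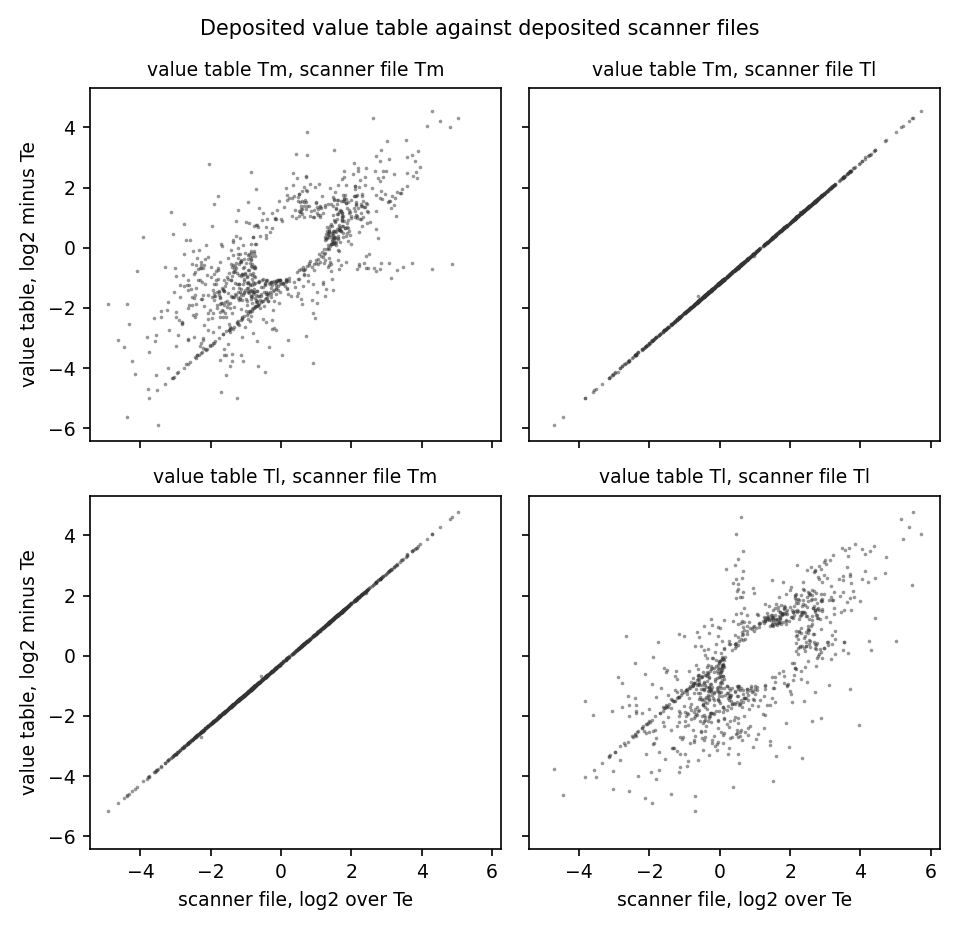
Change from Te in the deposited value table (vertical axis, log2) against the change from Te in the deposited scanner files (horizontal axis, log2 of the signal before normalization), with 1 point per probe for 910 evenly drawn probes. Each column of the value table lies on a line with the scanner file deposited for the other stage, and the empty center of the other panels reflects the absence from the table of probes that vary by less than 1 log2 unit.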

To obtain mechanistic insight into how macrophages control the activation of HF-SCs under physiological steady-state conditions, we performed microarray analysis of the CD11b^+^Gr1^−^F4/80^+^ skin resident macrophages at physiological Te, Tm, and Tl in order to characterize changes in their gene expression profile as HFs progress from telogen to anagen. 

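At the threshold of a 10-fold change that the methods give, 154 probes were higher on the array deposited as Tl than on the Te array and 352 were lower, out of 42789 probes well above background on at least 1 of the arrays. Of these changes, 57 increases and 191 decreases were lower bounds, with 1 of the signals not well above background. On the array deposited as Tm, 257 probes were at least 10-fold higher than at Te and 175 were at least 10-fold lower, out of 41514. Both later arrays shared 99 of the increased probes and 75 of the decreased probes. The counts for the array deposited as Tl depended on the scaling and on the filter on dim probes, with 1010 probes higher and 47 lower without any normalization, 429 and 1817 without the filter, and 30 and 61 with normexp background correction. Counted as genes, 108 were higher and 75 lower.

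Among genes measured on both arrays, the largest log2 increases were those of Elovl4 (6.33), Lor (6.09), Ninl (5.63), Defb6 (4.99), and Serpinb5 (4.70). On the array deposited as Tm, these genes had log2 increases of 6.37, 4.96, 5.40, 5.73, and 3.66, respectively. The largest log2 decreases were those of Ren1 (-4.48), Ifi44l (-4.14), Vmn2r48 (-4.0), Gm10375 (-3.98), and Dlx6os2 (-3.83). The corresponding changes on the array deposited as Tm were -3.46, -2.14, -1.88, -3.66, and, as a bound for Dlx6os2, -3.66. Most of these folds rest on a dim signal. Te signals were 32.9 for Elovl4, 25.6 for Lor, 23.4 for Ninl, and 39.2 for Serpinb5, against a lowest signal well above background of 19.1. On the array deposited as Tl, Ren1 was at 46.2, Ifi44l at 40.3, Vmn2r48 at 58.0, and Dlx6os2 at 50.2, against 28.7. With 1 array per stage these changes have no replicate check.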

Figures 5A and S8A show the results of the comparison between late and early telogen (Tl/Te).

**Figure 5:**
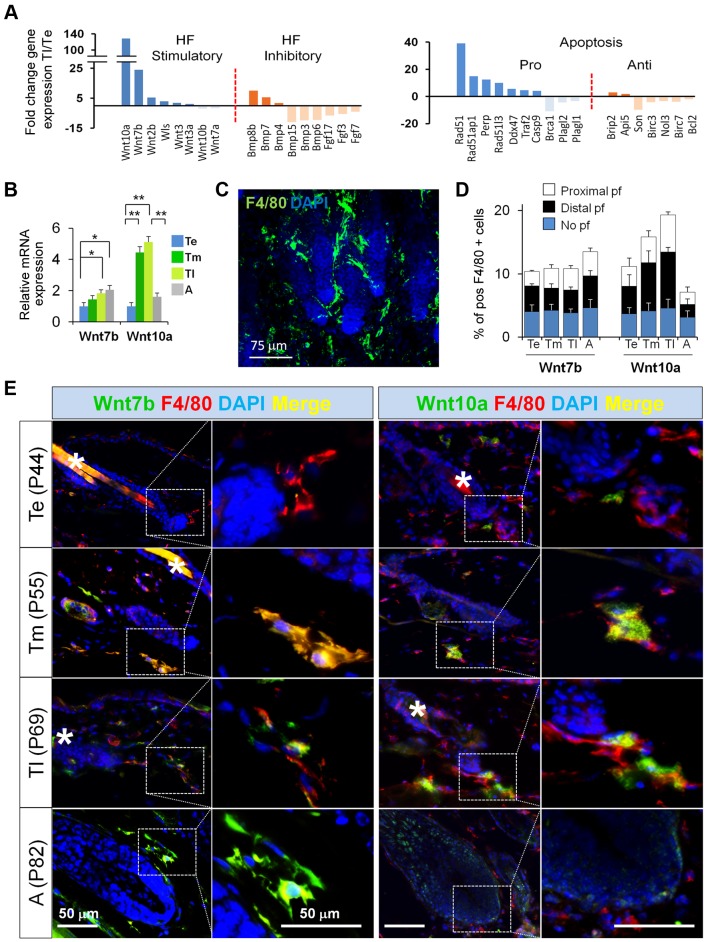
Resident macrophages express HF-SC stimulatory factors before the onset of anagen. (A) CD11b^+^Gr1^−^F4/80^+^ macrophages were FACS-isolated from Te and Tl backskin samples. Their mRNAs were purified and used to perform microarray analyses to evaluate changes in gene expression at Tl (P69) versus Te (P44). Histograms show a shortlist of up- and downregulated genes that have been involved in the control of HF-SC activation and apoptosis. The gating strategy is shown in Figure S3 A. (B) Relative mRNA expression of Wnt7b and Wnt10a in FACS-sorted CD11b^+^Gr1^−^F4/80^+^ cells at Te, Tm, Tl, and A; *n* = 3. The gating strategy is shown in Figure S3A. (C) Immunofluorescence staining of F4/80^+^ perifollicular macrophages (green). (D) Each histogram point represents the mean value of double positive F4/80^+^Wnt7b^+^ and F480^+^Wnt10a^+^ over total F4/80^+^ perifollicular macrophages. 10 fields/section/mouse were analyzed; *n* = 4. (E) Immunofluorescence of Wnt7b (green)/F4/80 (red), and Wnt10a (green)/F4/80 (red), counterstained with DAPI (blue) of skin sections at Te, Tm, Tl, and A; *n* = 3. Bar = 50 µm. n.s. non significant, Note: *n* refers to the number of mice, per point per condition. *p≤0.05. All data used to generate the histograms can be found in Data S1.

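Of the 8 stimulatory genes in the shortlist, 6 were higher at Tl than at Te on the array deposited as Tl, and 5 of these increases were lower bounds because the Te signal was not well above background. On the array deposited as Tm, 5 stimulatory genes were higher, 4 of them as bounds. Wls, which encodes a carrier protein for Wnt ligands, was measured on all arrays and rose by 2.20 on the log2 scale (1.60 on the array deposited as Tm). Wnt3 rose by at least 1.60 (at least 0.80), and Wnt2b by at least 1.06 (at least 1.70). Wnt3a rose by at least 0.29 on the array deposited as Tl and was not well above background on the other arrays. Wnt7a changed by -1.15 (-0.55), and Wnt10b was not well above background on any array.

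Of the 9 inhibitory genes, 4 were lower at Tl and 3 were higher on the array deposited as Tl, whereas on the array deposited as Tm 5 were lower, all of them as bounds, and 3 were higher. Fgf17 had a log2 change of -1.32 (a bound of -0.93 on the array deposited as Tm), while Bmp15, Bmp3, and Fgf3 fell to signals not well above background, with bounds of -2.10, -1.91, and -1.36 (-1.13, -0.93, and -0.39). Bmp7 rose by 1.69 (2.51 on the array deposited as Tm) and Bmp4 by 1.63 (0.80). The direction of Bmp6 depended on the array, with a change of 0.67 on the array deposited as Tl and a bound of -1.76 on the array deposited as Tm. Bmp8b was not well above background at Te or on the array deposited as Tl, and rose by at least 1.27 on the array deposited as Tm. Fgf7 was not well above background on any array. The median change over the 16375 genes with a value was 0.13 (0.21 over 15996 genes on the array deposited as Tm), and no tally differed when changes were counted relative to it. When only genes well above background on both arrays were counted, 1 of 2 stimulatory genes was higher and 1 of 4 inhibitory genes was lower.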

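Wnt10a and Wnt7b are each covered by 1 probe, whose signal was not well above background on the Te array and was well above background on both later arrays. Wnt10a was at least 17.2-fold higher on the array deposited as Tl than at Te (log2 4.11), and at least 29.0-fold higher on the array deposited as Tm (log2 4.86). The plain ratio of the signals, which rests on a Te signal within background, was 76.1 and 128, respectively. Of the genes measured on both arrays, 16 of 14160 rose by more than the bound of Wnt10a on the array deposited as Tl, and 9 of 13247 on the array deposited as Tm. Wnt7b was at least 3.75-fold higher on the array deposited as Tl (log2 1.91) and at least 6.29-fold higher on the array deposited as Tm (log2 2.65), with plain ratios of 14.2 and 23.9. More measured genes exceeded the bound of Wnt7b, 737 on the array deposited as Tl and 339 on the array deposited as Tm. Counting genes with bounds as well, 28 of 16375 genes exceeded the bound of Wnt10a and 942 that of Wnt7b. On the array deposited as Tm these counts were 16 and 443 of 15996. By the plain ratio, 1 of 19738 genes lay above Wnt10a and 119 above Wnt7b (0 and 61 on the array deposited as Tm).

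Among the 19 Wnt genes on the array, 6 were higher and 10 were lower on the array deposited as Tl, and 6 were higher and 9 lower on the array deposited as Tm. Without normalization, 12 of the 16 genes with a value were higher on the array deposited as Tl. Wnt9a, whose signal was well above background on all 3 arrays, had a log2 change of 3.53 (4.26 on the array deposited as Tm). Wnt6 changed by -0.43 on the array deposited as Tl and by 0.23 on the array deposited as Tm. The same arrays also showed a rise of transcripts typical of keratinocytes, and a list of 15 such genes had a median log2 change of 2.99 (3.37 on the array deposited as Tm).

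**Figure D2:**
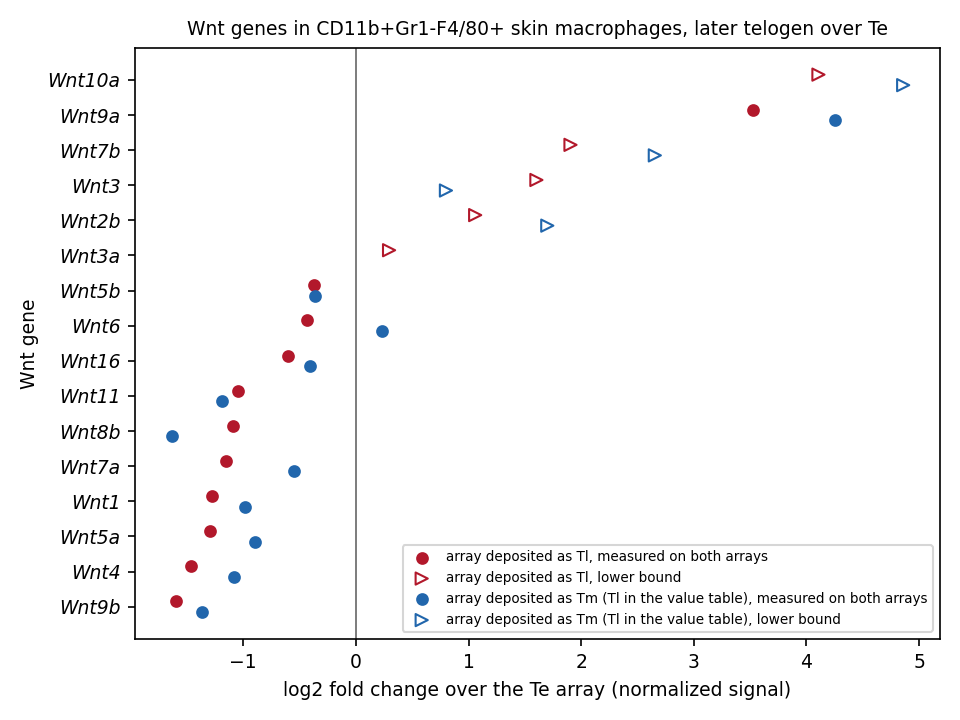
Log2 fold change over the Te array (horizontal axis) of each Wnt gene with a value (vertical axis), for the array deposited as Tl (red) and the array deposited as Tm (blue); filled circles are changes measured on both arrays and open triangles are lower bounds against a Te signal not well above background. Wnt10a, Wnt9a, and Wnt7b lie farthest to the right for both arrays, and Wnt6 lies on opposite sides of 0; relative positions to 0 shift with the scaling, and without normalization 12 genes lie above 0 for the array deposited as Tl.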

Interestingly, genes involved in the regulation of HF-SC behavior were found to be the most upregulated ones in macrophages before the onset of HF-SC activation, among them Wnt7b and Wnt10a ligands that can activate canonical β-catenin/Wnt signaling. Moreover, the expression of pro-apoptotic genes was higher at Tl when compared to Te, consistent with the observed increase in macrophage apoptosis (Figures 1F, S1F, and S1G), correlating apoptosis with the expression of Wnts.

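On the array deposited as Tl, 7 of the 10 pro-apoptotic genes of the shortlist were higher than at Te, compared to 6 on the array deposited as Tm. Rad51ap1 rose by at least 2.57 on the log2 scale (at least 2.81 on the array deposited as Tm). Perp rose by 3.46 (3.64), Ddx47 by 1.74 (2.46), Casp9 by 1.27 (2.04), and Traf2 by 0.29 (1.42). Brca1 rose by 0.64 on the array deposited as Tl but fell on the array deposited as Tm, with a bound of -1.10. Plagl1 changed by -0.66 (-0.44) and Plagl2 by -0.13 (-0.46), the former value of Plagl2 being within the technical error of the spots. The 2 other probes of Plagl2 disagree in direction on the array deposited as Tl, with a change of 0.44 (-0.22) and a bound of -2.89 (-2.09). The brighter probe of Rad51d, the current symbol of Rad51l3, changed by -0.93 (-0.66 on the array deposited as Tm), whereas its other probe rose by 3.15 (3.32). Perp is also in the list of keratinocyte genes, and a list of cell cycle genes had a median log2 change of 1.21 (1.66), above 99.95% (100%) of random gene lists of the same size and signal.

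Of the anti-apoptotic genes of the shortlist, 6 were found on the array by their symbols, and 4 of these were lower on each later array. The changes were -1.69 for Birc3 (-2.01 on the array deposited as Tm), -1.32 for Bcl2 (-0.96), -1.26 for Nol3 (-1.63), and -1.10 for Birc7 (-0.55), with bounds for the last 2 genes on the array deposited as Tm. Api5 rose by 1.09 (0.84). Son rose by 1.01 (0.58) by its brighter probe and changed by -1.45 (a bound of -1.48) by its other probe.

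In a list of 27 core cell death genes drawn up independently of the arrays, the 25 genes with a value had a median log2 change of 0.65, higher than that of 86.3% of 10000 random gene lists, which had a median of 0.42. On the array deposited as Tm the median was 1.03, higher than that of 93.8% of the random lists. Casp9 is the only gene that this list shares with the shortlist. A list of 11 survival genes had a median change of -0.03 (-0.07 on the array deposited as Tm), higher than 31.2% (18.0%) of random lists. From the comparison of Tl and Te, the paper states that pro-apoptotic genes were expressed more highly at Tl, relates this to the increase in apoptosis that it observed in macrophages by other assays, and proposes that apoptosis correlates with the expression of Wnts.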

In addition, we confirmed that skin resident macrophages are highly heterogeneous. Indeed, immunofluorescence analysis revealed that some macrophages coexpressed markers of both M1/M2 phenotypes, such as iNOS (M1) and Arg1 (M2), under these uninflamed conditions (Figure S8B–S8D). In total skin, no changes were detected in the mRNA expression of cytokines such as IL10 and IL12a, two key cytokines that are important for the alternative and inflammatory properties of macrophages, respectively (Figure S8E).

We next validated the increase in the expression levels of Wnt7b and Wnt10a preceding the onset of anagen. We first performed quantitative reverse transcription (RT)-PCR assays in FACS-sorted macrophages isolated from physiological Te, Tm, Tl, and anagen stages. Consistent with the microarray data, the mRNA expression levels of both Wnt7b and Wnt10a increased as HF transitioned from Te to A (Figure 5B). This increase appeared to reflect primarily expression changes within macrophages, since Gr1^+^ cells did not display any changes in Wnt7b and Wnt10a expression (Figure S8F). Wnt7b mRNA levels were maintained at the beginning of anagen, while Wnt10a levels decreased to ∼50% (Figure 5B).

Interestingly, immunofluorescence analyses revealed the presence of clusters of perifollicular macrophages (Figures 5C and S4), reminiscent of PICCs [30], and during the progression of telogen these exhibited both Wnt7b and Wnt10a expression in close proximity to the HFs and less pronounced in the no perifollicular zone (Figure 5D and 5E). Although technical limitations in obtaining sufficient macrophage numbers precluded the biochemical analysis of Wnt7b and Wnt10a protein levels in macrophages during these stages, these results demonstrate an intriguing association between macrophage-derived Wnt expression and HF-SC activation.

### Macrophage Apoptosis Is Associated with an Increase of Wnt7b and Wnt10a

To investigate whether both Wnt7b and Wnt10a can be produced autonomously by macrophages, we turned to *in vitro* studies. As expected, the *in vitro* treatment of BMDM with CL-lipo was able to stimulate apoptosis in a large fraction of macrophages (∼35%). Most interestingly, this resulted in the release of cell-accumulated Wnt7b and Wnt10a into the media (BMDM conditioned media [CM]) (Figure S9A–S9C).

To further assess the effect of apoptosis on the expression and release of Wnts, we cultured BMDM derived from the LysMCre^+/T^ iDTR^KI/KI^ mice, or control BMDM^KI/KI^ (Figure S9D). DT treatment triggered the apoptosis of LysMCre^+/T^ iDTR^KI/KI^ BMDM, but not control cells (Figure S9E). Surviving cells, apoptotic cells, and their respective supernatants were collected and analyzed by immunoblot. This showed that Wnt7b protein levels in cell lysates slightly increased in apoptotic LysMCre^+/T^ iDTR^KI/KI^ BMDM (Figure S9E). However, both Wnts were increased in the CM when compared to controls (Figure S9F).

We then stimulated fresh control BMDM cells with the previously described surviving (LysMCre^+/+^ iDTR^KI/KI^ BMDM), apoptotic cells (LysMCre^+/T^ iDTR^KI/KI^ BMDM), or their respective CM. The stimulation of fresh BMDM with apoptotic BMDM upregulated the expression of Wnt10a (Figure S9G), whereas no effect in the expression of Wnts was observed upon stimulation with their CM (Figure S9G).

Overall, these murine macrophage cell culture data suggest that macrophage apoptosis goes along with the release of Wnts and that close intercellular interactions between macrophages are important for apoptotic macrophages to further stimulate the expression of Wnts of neighboring macrophages.

### Apoptotic Macrophages Can Activate HF-SCs *In Vitro*

Next, we probed the causal association of macrophages with HF-SC activation *in vitro* by assessing the effect of the BMDM CM in cultured HF-SC. To this end, we FACS-isolated CD34^+^K15-GFP^+^ cells from the backskin of K15-GFP mice (Figure S10A) [73]. HF-SCs were cultured and stimulated with CM of BMDM treated with CL-lipo or control liposomes (Lipo) (Figure S10A). Consistent with the *in vivo* data reported above (Figure 4), treatment of HF-SCs with media conditioned by CL-lipo BMDM significantly and reproducibly induced the expression of canonical Wnt downstream targets in HF-SCs, including CycD1, Lef1, and axin2 (Figure S10B).

As control for specificity, we treated HF-SCs directly with CL-lipo or Lipo, and no phagocytic uptake was observed by HF-SCs, neither changes in the expression of the analyzed transcripts (Figure S10B). In addition, immunofluorescence studies revealed the expression of K1 and K10 differentiation markers, without an increase in Ki67^+^ cells when compared to controls (Figure S10C), in agreement with previous data indicating the capacity of HF-SCs to differentiate into epidermal lineages *in vitro* [74]. Overall, these findings suggest that macrophages contribute to the activation of HF-SCs.

### Inhibition of the Production of Wnts by Skin Macrophages Delays Anagen

To investigate the involvement of macrophage-derived Wnts in the activation of HF-SCs and anagen induction under physiological conditions, we subcutaneously injected liposomes containing the specific hydrophobic small molecule inhibitor of Wnts, IWP-2. IWP-2 is a bona-fide broad Wnt inhibitor that specifically prevents palmitoylation of Wnt proteins, thereby blocking Wnt their processing and activity [75]–[77]. It was to our great advantage that this inhibitor is embedded and retained in the liposome membrane. As shown in Figure 2A, the delivery and uptake of liposomes selectively occurs in phagocytic macrophages. Moreover, IWP2-liposomes have been successfully used to block Wnt activity derived from macrophages in other systems [78].

Using this approach, we performed treatments at different telogen stages (Figure 6A, Te, Tm, and Tl). Strikingly, the sustained inhibition of Wnts starting at Tm was sufficient to delay the HF-SC entry into anagen and prevented the reduction of macrophage numbers (Figure 6B and 6C). Of note, the treatment with IWP-2 liposomes at Te (Figure 6D) or at Tl (Figure 6E), did not have an effect in HF-SCs and HG proliferation, and HF growth when compared to controls. Overall, these results indicate that macrophages contribute to the activation of HF-SCs, leading to a permissive state that allows HF entry into anagen.

**Figure 6:**
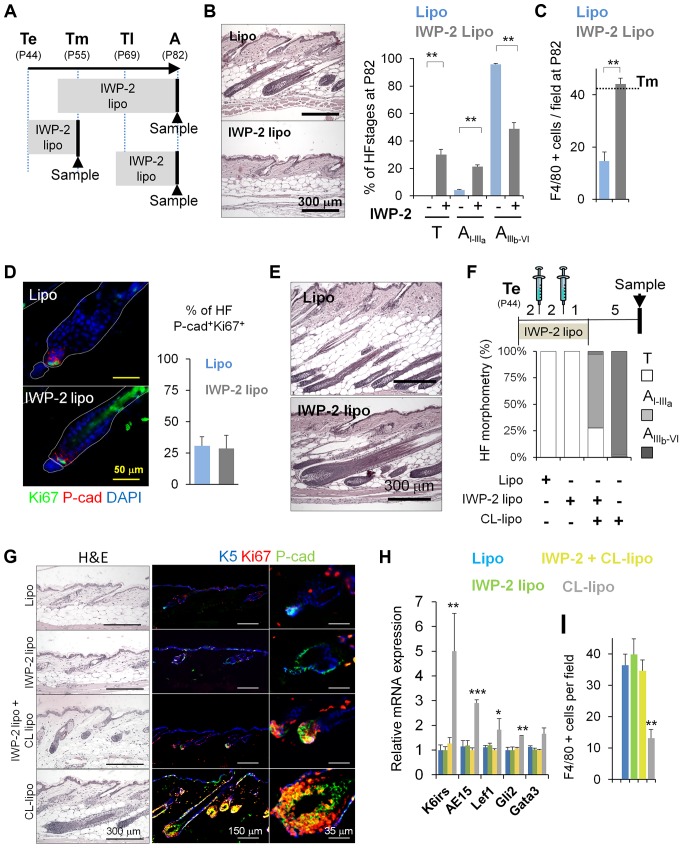
Inhibition of the production of Wnts by skin macrophages delays hair growth. (A) Scheme illustrating the subcutaneous treatment with IWP-2-liposomes (IWP-2-lipo) to target mature phagocytic macrophages at different telogenic stages. Arrowheads indicate the time in which skin samples were collected. (B) Histological analyses of skin sections harvested at A (P82), after being treated with IWP-2-lipo starting before Tm (P50); *n* = 8. Quantification of the stage of HFs telogen (T), Early anagen (A_I–IIIa_), late anagen (A_IIIb–VI_); *n* = 8. (C) Histogram shows the quantification of the number of F4/80+ cells at A (P82), after being treated with IWP-2-lipo starting before Tm (P50). 10 fields/section/mouse were analyzed; *n* = 3. Dotted line represents Tm threshold levels. (D) Mice were injected in the backskin with IWP-2-lipo and Lipo controls starting at Te (P44). Samples were collected at Tm (P55), and processed for immunofluorescence analyses of Ki67 and P-cad (HG). The histogram shows the percentage of HFs with a HG positive for Ki67^+^Pcad^+^ cells; *n* = 3. (E) Histological analysis of skin sections harvested at A (P82) after being treated with IWP-2-lipo starting at P67, two days before Tl; *n* = 3. (F–G) Histomorphometric analysis of HF stages and histological analyses of skin sections of mice treated for 5 days with IWP2-lipo and Lipo controls. Over the curse of this treatment, CL-lipo and Lipo controls (syringes) were administered twice every 2 days. Samples were collected 6 days later. Immunostaining shows proliferating HG (Ki67^+^P-cad^+^). 100 HFs/mouse were analyzed; *n* = 6. (H) Relative mRNA expression of HF differentiation markers in total skin samples treated as described in (F); *n* = 6. (I) Histogram shows the quantification of the number of F4/80^+^ cells per field, after being treated as described in Figure 6F; *n* = 3. Note: *n* refers to the number of mice, per point per condition. *p≤0.05, **p<0.005; ***p<0.0005. All data used to generate the histograms can be found in Data S1.

Inhibition of the processing of Wnts derived from macrophages via IWP2-liposomes dampened the anagen-inducing effect of CL-lipo treatment, as documented by histological and immunofluorescence analysis of P-cad (enriched in the HG) (Figure 6F and 6G), and by the quantitative mRNA expression of HF-differentiation markers in total skin (Figure 6H). Under these conditions, the treatment with IWP-2 liposomes also abrogated the reduction of macrophage numbers (Figure 6I).

Taken together, our results suggest that the apoptosis-associated secretion of Wnts by perifollicular macrophages contributes to the activation of epithelial HF-SCs, allowing HF entry into anagen.

## Discussion

While previous studies have already pointed to a link between macrophages and the regulation of HF cycling, in particular during the anagen-to-catagen transition [15],[30],[36], the current study provides the first evidence, to our knowledge, that a selective reduction in the number of macrophages induces premature anagen entry. Moreover, our data suggest that changes in the release of Wnt signals by perifollicular macrophages may contribute to the establishment of the refractory and competent phases of telogen, and to the propagation of cues that induce anagen. Finally, we show that apoptotic macrophages can activate epithelial HF-SCs in a Wnt-dependent manner, and that inhibition of Wnts derived from macrophages delays anagen.

Conceptually, this finding reveals that skin-resident macrophages function as important mesenchymal regulators of epithelial HF-SC function under physiological conditions and identifies a novel link between macrophages and HF cycling. Given, however, the many similarities between anagen development and wound healing on the one hand [79], and the key role of skin macrophages in wound repair on the other [47], it is not surprising that macrophages turn out to be involved not only in matrix scavenging during HF regression [43], but also in HF-SC activation and anagen induction. Thus, our study underscores the importance of macrophages as modulators of tissue regeneration and organ remodeling, well beyond their function as phagocytes, and highlights that the murine hair cycle offers an excellent model for further dissection of these physiological roles.

The fact that a reduction in skin macrophage numbers exerts strong hair cycle-modulatory effects corresponds to the previously reported hair cycle-accelerating effects of γδ T cell deletion [42], and points to the need for systematic re-examination of the role of immunocytes in hair growth control. This line of research should facilitate the development of novel therapeutic strategies for the manipulation of undesired human hair loss or growth that target perifollicular immunocytes, such as macrophages. Particularly important will be the studies focusing on human inflammatory permanent alopecias characterized by irreversible HF-SC damage and macrophage infiltration of the bulge [10].

We noted that ∼50% of the HFs of the second postnatal telogen exhibited perifollicular F4/80^+^ cells. Previous findings of a much smaller percentage of perifollicular macrophage clusters (PICCs) (∼2%) [30] likely reflect differences in the hair cycle stage analyzed (first postnatal anagen and during the transition of anagen-to-catagen) [30]. Furthermore, our analyses revealed that the number of macrophages declines as telogen progresses from the refractory to the competent phases of telogen (Figures 1 and S1), probably after performing their phagocytic functions during the basement membrane resorption of involuting catagen HFs [43]. This scenario seems to be different when growing anagen HFs progress to catagen, as previously reported during the first HF cycle [15],[36], and confirmed here (Figure S1B).

Future work in this field should strive to use genetic mouse models to selectively decrease skin macrophage numbers, rather than having to rely on the clodronate method. However this process is difficult, given the differential origins of macrophages [48],[80],[81]. Our results stress the need to analyze the characteristics of skin resident macrophages and their differential roles in homeostasis (fate-mapping studies, linear tracing) to generate useful genetic mouse models not available to date.

The macrophage expression profiles identified in our studies underscored the highly heterogeneous phenotype of skin macrophages [82]–[84]. In the context of M1 and M2 macrophages [82],[85], they seem to comprise unpolarized populations since they co-express both M1/M2 markers in uninflamed, not wounded conditions. However, a clear upregulation of the expression levels of Wnt7b and Wnt10a was observed in macrophages as telogen progresses to anagen. Intriguingly, our observation that apoptosis upregulates the expression of Wnts is fully consistent with observations documented in other systems, including e.g., Hydra and liver models [55],[86]. Wnt7b activity has been implicated in regenerative processes including macrophage-dependent control of cell fate decisions in the vasculature [87], lung development [88], and macrophage-dependent kidney wound repair [89]. Moreover, Wnt10a is upregulated during HF development [90], and Wnt10a missense mutations have been associated with the human syndromes odonto-onycho-dermal dysplasia [91] and Schöpf–Schulz–Passarge [92],[93], both characterized for malformations in ectodermal structures.

Macrophages have been extensively implicated in the development of several tissues, as well as in homeostasis and cancer [85],[94]–[96]. They have been directly implicated in the regulation of other adult SC niches such as the hematopoietic SCs [97],[98], mammary SCs [99], and liver [55]. However, macrophage functions have specific roles depending on the tissue context [94]. Hence, dissecting the roles of skin-resident macrophages in homeostatic HF regenerative conditions adds a new relevant facet of skin biology. It is an important first step in understanding the functions of macrophages in other contexts such as skin repair, skin inflammatory diseases, and cancer.

In skin repair, it has been recently documented that macrophages play differential roles as wounds heal [47]. Interestingly, their infiltration upon wounding is required for HF growth [100]. It is well-established that HF-SCs transiently contribute to the epidermal lineage after injury to support cutaneous wound healing [17],[101]–[103], and that large full thickness wounds induce HF neogenesis [4],[101]. Hence, future research should target the involvement of different skin epithelial progenitor cells, macrophages, and macrophage derived Wnts in these contexts. In addition, since adult skin HF-SCs, their immediate progeny, and basal progenitor cells have been identified as cells of origin of skin carcinomas [104],[105], the elucidation of HF-SC interactions with macrophage-derived Wnts in the context of tumorigenesis [85],[106] is an important question for future studies.

Our study delineates that macrophage-derived Wnts activate HF-SCs and HF entry into anagen. In addition, our results raise the possibility that non-apoptotic perifollicular macrophages operate as an “immunocyte brake” on HF-SC activation, which is only released by the macrophage apoptosis-associated release of Wnts. This finding begs the next question to be addressed in subsequent studies: What triggers and regulates perifollicular macrophage apoptosis during telogen? For example, does this numeric decline only reflect the natural completion of the finite macrophage life span, or does the HF epithelium (including its SCs) actively participate in the reduction of macrophages? Overall, we surmise that the outcome of HF-SC activation via macroenviromental signals is regulated by a whole host of tightly regulated signaling loops between HF-SCs, adipocytes, immune cells, the vasculature, and now, based on our findings, with macrophages.

Determining whether these molecular signals are orchestrated along with the intrinsic HF-SC regulatory cues will be valuable to define the multiple hierarchies that underlie HF regeneration. Once powerful tools of molecular biology at hand in mice become applicable to human hair research, including novel *in situ*-imaging tools to assess HF-SC activation in humans [107], new translationally and therapeutically relevant insights into the macrophage-epithelial SC connection and its role in tissue remodeling, organ repair, and hair diseases may be achievable.

## Materials and Methods

### Ethics Statement

All protocols related to animal research were approved by the Animal Experimental Ethics Committee of the Carlos III Health Institute, in strict compliance with institutional guidelines and the international regulations for Welfare of Laboratory Animals.

### Mice and Treatments

Experiments were performed with 6- to 12-week old Crl:CD1 (ICR) and FVB/N female mice. Mice were sacrificed at specific postnatal days (P), and their dorsal skins were dissected and processed for analyses. To reduce the number of skin-resident macrophages, 1 mg of clodronate-encapsulated liposomes were administered to mice via daily subcutaneous injections during two alternated days (Encapsula Nanosciences). CL-lipo are the one of the most effective, specific, and extensively used agents to deplete phagocytic monocytes and macrophages via apoptosis [49],[53]. The specific Wnt inhibitor IWP-2 (Roche Diagnostics) was encapsulated in liposomes (Encapsula Nanosciences) and 50 µg were injected subcutaneously [75],[78]. The K5 tTA(TetOff)-histone H2B-GFP mice [17], the K15-GFP mice (Jackson Lab) [103], the Katushka reporter mice [108], and the TCF/Lef:H2B-GFP transgenic mice (Jackson Lab) [67] have been previously described. Doxycycline treatments were initiated in 28 d postnatal mice [17], and maintained until the collection of samples after the performance of subcutaneous injections of CL-lipo and Lipo at specified times.

### Microarray Analysis

Total RNAs from FACS isolated skin-resident macrophages, pooled from three littermate mice per point, were purified using the Absolutely RNA reverse transcription system (Stratagene). These samples were provided to the CNIO Genomics Core Facility to perform the quantification, assessment of RNA quality, labeling, hybridization, and scanning process. Briefly, 0.05–1 ng RNA were subjected to a preliminary amplification step with a TransPlex Whole Transcriptome Amplification WTA2 kit (Sigma). 250 ng of sample were reverse transcribed using the Agilent Oligonucleotide Array-Based CGH for Genomic DNA Analysis - ULS Labeling for Blood, Cells, Tissues or FFPE (with a High Throughput option). The recommendations from Sigma for the integration of TransPlex WTA with the Agilent microarray workflow were followed, such as the omission of Cot-1 DNA. 250 ng of cDNA were non-enzymatically labeled with either Cy3 or Cy5 fluorophores using the ULS technology (Kreatech), and labeled samples were hybridized to the Mouse Gene Expression G3 8×60 K array (Agilent) at 65°C for 40 h. Hybridized chips were scanned using a G2505C DNA microarray scanner (Agilent) and the obtained images were quantified using the Feature Extraction Software 10.7 (Agilent). Probesets were considered as differentially expressed when the absolute fold change was ≥10-fold. Unsupervised clustering analysis (UPGMA) was performed using Pearson correlation. The microarray data from this publication have been submitted to the GEO database http://www.ncbi.nlm.nih.gov/geo/info/linking.html and assigned the identifier GSE58098.

### Flow Cytometry and Cell Sorting

Backskins were minced into small pieces and digested in PBS, 1% BSA, 0.5 mg/ml DNase I, and 0.5 mg/ml collagenase II and IV for 1 h at 37°C. Single cell-suspensions were obtained via pipette mechanical dissociation of total skin (epidermis and dermis) followed by filtration through 40 µm cell strainers. Cells were washed in PBS, blocked using the mouse seroblock FcR reagent (CD16/CD32; BD Pharmigen), and stained for FACS analysis in ice-cold PBS, 0.5% BSA, 0.3 mM EDTA using the following antibodies: CD11b-PerCPCy5.5 (rat mAb Clone M1/70, 45-0112 eBioscience), F4/80-APC-eFluor780 (rat mAb Clone BM8, 47-4801 eBioscience), Gr1-PECy7 (rat mAb Clone RB6-8C5, 25-5931 eBioscience). To isolate HF-SC, backskins from K15-GFP mice were digested with 0.25% trypsin-EDTA in PBS for 14 h at 4°C. Cell suspensions were processed as mentioned above, and stained for 30 min at 4°C using the following antibodies: CD34-PE (rat mAb Clone RAM34; BD Pharmigen), CD49f-APC (rat mAb Clone eBioGoH3; eBioscience), and P-cad-APC (rat mAb Clone 106020; R&D systems). Cells were sorted on a FACSAria Ilu using the CellQuest Pro software (BD Biosciences), or analyzed using a FACSCanto and the FlowJo software (TreeStar). For Sub-G1 analysis sorted cells were fixed in 70% EtOH and stained with propidium iodide (Becton Dickinson). For TUNEL analyses, cytospin preparations of FACS-sorted cells were processed and stained according to the in situ Cell Death Detection kit, Fluorescein (Roche). The FCS files from this publication have been deposited in the Dryad repository http://dx.doi.org/10.5061/dryad.2822t [109].

### Statistical Analysis

All quantitative data are presented as mean ± SEM. Results are representative of at least three independent experiments. To determine the significance of the data obtained for two groups, comparisons were made using two-tailed, unpaired Student's *t* test. For all statistical analysis a confidence level of *p*≤0.05 was considered to be statistically significant.

## Supporting Information

Figure S1 **Skin-resident macrophages decrease in number before the onset of the first anagen.** (A) Backskin samples were isolated from three different stages: P20, telogen (T); P23, early anagen (Ae), and P29, late anagen (Al). (B) Histograms show the fluctuations in number of different immune cell types analyzed by immunofluorescence. Each histogram point represents the mean value of positive cells per 10× magnification field. 10 fields/section/mouse were analyzed; *n* = 4. *p≤0.05. (C) Histological analysis of the expression of Toludine blue positive mast cells in the backskin at Te, Tm, Tl, and A stages. The boxed areas are shown at higher magnification in the right panels. (D) Immunofluorescence analysis of CD3 (green) counterstained with DAPI (blue) in the backskin at the specified HF stages; *p≤0.05. The boxed areas are shown at higher magnification in the right panels. (E) Diagram showing the perifollicular (proximal and distal) and no perifollicular regions used to assess the distribution of macrophages. (F) Histogram shows the percent of TUNEL^+^F4/80^+^ cells in mouse backskin at different stages; *n* = 3. The gating strategy is shown in Figure S3 A. (G) Histogram shows the percent of Sub-G1 DNA fragmentation of F4/80^+^CD11b^+^ sorted cells from skin at different stages; *n* = 3. The gating strategy is shown in Figure S11A. All data used to generate the histograms can be found in Data S1.
(TIF) Click here for additional data file.

Figure S2 **BMP/Wnt mRNA fluctuation at different telogenic stages.** (A) Graphs represent the relative mRNA expression levels of BMPs and Wnts in total skin at different telogenic stages. (B) Graphical representation of the fluctuation of mRNA levels. All data used to generate the histograms can be found in Data S1.
(TIF) Click here for additional data file.

Figure S3 **FACS analyses of macrophage populations in skin samples at different telogenic stages.** (A) Gating strategy of single cell suspensions of total skin. Cells were analyzed by FACS and sorted by the differential expression of F4/80 on CD11b^−^Gr1^+^ and CD11b^+^Gr1^−^ populations at different time points. (A′) Histograms represent the percent of single F4/80^+^,CD11b^+^,Gr1^+^ positive cells in the total skin at different telogenic stages. (B) Single cell suspensions were analyzed for the co-expression of CD11c and F4/80. (B′) Quantification of CD11c^+^ single cells and (B″) double positive CD11c^+^F4/80^+^ are shown in the histogram at different time points; *n* = 4. All data used to generate the histograms can be found in Data S1. The gating strategy is shown in Figure S11C.
(TIF) Click here for additional data file.

Figure S4 **HFs exhibit perifollicular macrophages.** (A) Immunofluorescence staining for F4/80^+^ cells (red) in whole mount skin preparations shown at different telogenic stages. (B) The histogram represents the percent of HFs exhibiting perifollicular macrophages. 200 HFs/mouse; *n* = 3. (C) The histogram represents the percent of HFs exhibiting PICCs clusters at different telogenic stages. 200 HFs/mouse; *n* = 3. (D) 3-D whole mount reconstruction of skin showing the distribution of F4/80^+^ cells, obtained using the Imaris software. *p≤0.05. All data used to generate the histograms can be found in Data S1.
(TIF) Click here for additional data file.

Figure S5 **Skin resident macrophages do not present LysM-dependent expression of Cre under steady state conditions.** Immunofluorescence analyses of backskin, cytospin of BMDM, liver and spleen derived from LysMCre^+/T^, iDTR^KI/KI^, and control LysMCre^+/+^, iDTR ^KI/KI^ mice under the background of the red fluorescent Katushka mice. F480+ (green), Katushka (red), DAPI (blue); *n* = 4 mice.
(TIF) Click here for additional data file.

Figure S6 **Subcutaneous administration of clodronate liposomes does not alter the number of other inflammatory cells in skin, and also is able to induce precocious HF growth at early telogen in FVB/N mice.** (A) The specific uptake of liposomes by macrophages was analyzed by co-immunofluorescence analysis of F4/80^+^ cells (red) and the detection of the liposomal PKH67 label (green) in skin sections after the injection of PKH67-liposomes. Arrows indicate double labeling; *n* = 2. (B) Immunofluorescence of F4/80+ in backskin section of mice treated with CL-lipo and Lipo controls and collected at different time points; *n* = 4. (C) Left. Histogram shows the percent and the distribution of TUNEL^+^F4/80^+^ cells in the backskin of mice treated with CL-lipo and Lipo and analyzed at different time points; *n* = 3. Right. TUNEL and F4/80 immunofluorescence analyses in T2 backskin samples of mice treated with CL-lipo; *n* = 3. (D) Histogram shows the number of inflammatory cells present in skin sections after treatment with CL-lipo and Lipo controls, detected by immunofluorescence or histology techniques; *n* = 4. (E) FVB/N mice were injected in the backskin at T0 for two alternated days with CL-lipo. Samples were collected for analyses at T4 (P52). Hematoxylin–eosin staining of backskin samples isolated after treatment with CL-lipo and Lipo controls. Bar = 250 µm; *n* = 2. (F) Appearance of the hair coat at T5 (P69) in FVB/N mice, after shaving and treatment with CL-lipo and Lipo controls at T0 (P44). Bar = 250 µm; *n* = 2. (G) TUNEL and K5 immunofluorescence analyses in T2 backskin samples of mice treated with CL-lipo; *n* = 3. All data used to generate the histograms can be found in Data S1.
(TIF) Click here for additional data file.

Figure S7 **Subcutaneous administration of clodronate liposomes does not alter macrophage number in the spleen, blood, and bone marrow, nor does it induce skin inflammation.** (A) Representative backskin sections of K5tTA-pTREH2B-GFP mice, subjected to a pulse-chase treatment with doxycycline, followed by treatment at P56 for two alternated days with CL-lipo or Lipo controls. (B) Histograms show the number of F4/80, CD11b, and Gr1 positive cells in the bone marrow and peripheral blood detected by FACS, after subcutaneous treatment with CL-lipo and Lipo controls; *n* = 3. The gating strategy is shown in Figure S11D and S11E. (C) Histograms show the number of F4/80, CD11b, and Gr1 positive cells in the spleen detected by IF, after subcutaneous treatment with CL-lipo and Lipo controls; *n* = 3. (D) Histograms represent the relative mRNA expression levels of IL10 and IL12 at T4 in Lipo versus CL-lipo treated backskin; *n* = 3. (E) Histograms represent the relative ICAM1 mRNA expression levels at T2, T3, and T4 in Lipo versus CL-lipo treated backskin, and untreated Te and A_VI_; *n* = 3. *p≤0.05. All data used to generate the histograms can be found in Data S1.
(TIF) Click here for additional data file.

Figure S8 **Macrophage gene expression during the Te to Tl transition.** (A) Unsupervised clustering heat map showing genes up- and downregulated in F4/80^+^CD11b^+^ cells isolated from backskin of mice at Te and Tl. (B) Histograms show a shortlist of classical or alternative macrophage associated genes that were found up- or downregulated in FACS-isolated CD11b^+^Gr1^−^F4/80^+^ mature macrophages, using microarray analyses. The gating strategy is shown in Figure S3A. (C) Immunofluorescence analysis of skin sections of iNOS (M1), Arg1 (M2), and F4/80. (D) Histograms represent the percentage of Arg1/iNOS double positive F4/80 cells in skin at different telogenic stages. (E) Histograms show the relative mRNA expression of IL10 and IL12a in whole backskin of mice and time point indicated; *n* = 3. (F) Relative mRNA expression of Wnt7b and Wnt10a in FACS-isolated F4/80^+^ cells present in the CD11b^−^Gr1+ population at Te, Tm, and Tl; *n* = 3. The gating strategy is shown in Figure S3 A. All data used to generate the histograms can be found in Data S1.
(TIF) Click here for additional data file.

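Across the 43443 probes well above background on at least 1 array, the Pearson correlation was 0.867 between Te and the array deposited as Tm, 0.867 between Te and the array deposited as Tl, and 0.938 between the later arrays. UPGMA on 1 minus this correlation therefore joined the later arrays first, at a distance of 0.0618, and Te at 0.133, whichever of the later arrays is taken as Tl. These correlations are across probes, which are not independent replicates. The changes from Te to each later array had a correlation of 0.799 over 40827 probes. Both changes share the Te array, and simulated unchanged arrays with only the spot error gave 0.562. Sorting and amplification error of the Te array was not simulated and would also raise the correlation. The comparison therefore cannot separate a shared change from error in the Te array. Of the probes at least 10-fold higher on the array deposited as Tl, 147 were also above 0 on the array deposited as Tm, and 349 of those at least 10-fold lower were also below 0. These probes were selected for their difference from the same Te array, which alone favors the same direction.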

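Among genes that define classical (M1) and alternative (M2) macrophages, Nos2, which encodes iNOS, had a log2 change of -0.07 from Te to the array deposited as Tl, which is within the technical error of the spots, and of -0.28 on the array deposited as Tm. Arg1 and Il12a were not well above background on any array. Il10 had a change of -3.17 (-1.39 on the array deposited as Tm). Tnf rose by 0.83 (2.19) and Chil3 by 0.71 (0.69), while Cxcl9 changed by -1.94 (-1.67) and Cd163 by -1.55 (-1.19). Ccr7 changed by -1.70 on the array deposited as Tl and by 0.22 on the array deposited as Tm. As a set, 9 classical genes had a median change of -0.35, higher than that of 12.9% of random gene lists, and 10 alternative genes had a median of -0.33, higher than that of 7.31%. The medians on the array deposited as Tm were -0.44 (9.24%) and 0.11 (18.6%). Of the genes used to sort the cells, Adgre1, which encodes F4/80, rose by 0.33 (0.69), and Itgam, which encodes CD11b, changed by -1.10 (-0.23), and its 2 other probes by -0.79 and -0.13 (-1.06 and -1.08). A list of 16 macrophage genes had a median of -0.42, higher than that of 17.7% of random lists (-0.18 and 4.33% on the array deposited as Tm). These genes come from lists drawn up independently of the arrays, and the shortlist drawn in the figure was not used here.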

Figure S9 **Treatment of bone marrow differentiated macrophages with clodronate-liposomes releases Wnt7b and Wnt10a.** (A) Scheme illustrating the treatment of BMDM with either CL-lipo or Lipo controls, before harvesting treated cells or their conditioned medium (BMDM CM). (B) FACS analysis of the sub-G1 DNA content of BMDM treated with CL-lipo and Lipo controls; *n* = 3. Bars indicate the percentage of cell death. The gating strategy is shown in Figure S11 F. (C) Immunoblot analysis of Wnt7b and Wnt10a expression in both BMDM total cell lysates and BMDM CM treated with CL-lipo and Lipo controls. (D) Scheme illustrating the experimental approach used to explore the effect of apoptosis in the expression of Wnts. BMDM derived from LysMCre^+/T^-iDTR^KI/KI^ mice or control LysMCre^+/+^iDTR^KI/KI^ were treated with diphteria toxin (DT). Floating apoptotic (LysMCre^+/T^-iDTR^KI/KI^+DT) and alive attached (LysMCre^+/+^iDTR^KI/KI^+DT) macrophages were collected, and used to treat control BMDM in a 1∶1 ratio. (E) Immunoblot analysis of Wnt7b and Wnt10a and active caspase-3 (AC3) expression in BMDM and CM isolated from both LysMCre^+/T^-iDTR^KI/KI^ and control LysMCre^+/+^iDTR^KI/KI^ mice treated with DT; *n* = 3. (F) Immunoblot analysis of Wnt7b and Wnt10a expression in BMDM and CM isolated from LysMCre^+/+^iDTR^KI/KI^ mice treated with BMDM LysMCre^+/T^-iDTR^KI/KI^ and control LysMCre^+/+^iDTR^KI/KI^ mice treated with DT; *n* = 3. *n* refers to number of experimental replicates. (G) Immunoblot analysis of Wnt7b and Wnt10a expression in fresh BMDM treated with surviving LysMCre^+/+^iDTR^KI/KI^ cells or apoptotic LysMCre^+/T^-iDTR^KI/KI^ cells, or with their respective CM; *n* = 3. *n* refers to number of experimental replicates. All data used to generate the histograms can be found in .
(TIF) Click here for additional data file.

Figure S10 **Macrophage derived soluble factors promote** ***in vitro*** **HF-SC activation and differentiation.** (**A**) Scheme representing the protocol used to stimulate HF-SCs with macrophage CM. BMDM cells were treated with either CL-lipo or Lipo controls. The media was collected and used to treat FACS-isolated GFP^+^, CD34^+^ HF-SCs growing in culture. The gating strategy is shown in Figure S11G. (**B**) Relative mRNA expression of HF-SCs treated with Lipo control, CL-lipo, or the BMDM CM of cells treated with Lipo and CL-lipo; *n* = 9. *n* refers to number of experimental replicates. (**C**) Immunofluorescence analysis of K1, K10, and Ki67 (red) in HF-SCs treated with CL-lipo BMDM CM when compared to controls. The histogram shows the quantification of positive cells; *n* = 3. *p≤0.05; ***p<0.0005. All data used to generate the histograms can be found in Data S1.
(TIF) Click here for additional data file.

Figure S11 **Gating strategy of the flow cytometry analyses presented in this study.** The gating strategy is presented in Figures 1F, 4B, S1G, S3B, S7B, S9B, and S10A.
(TIF) Click here for additional data file.

Data S1 **Data used to generate histograms in this study.** The table relates to Figures 1–6, S1, S2, S3, S4, and S6, S7, S8, S9, S10.
(XLSX) Click here for additional data file.

Text S1 **Supplementary materials and methods.**
(DOC) Click here for additional data file.

## Abbreviations

A: anagen
BMDM: bone marrow derived macrophage
BMP: bone morphogenetic protein
CL-lipo: clodronate-encapsulated liposomes
CM: conditioned media
CTS: connective tissue sheath
DTR: diptheria toxin receptor
FACS: fluorescence-activated cell sorting
HF-SC: bulge stem cell
HF: hair follicle
HG: hair germ
IL: interleukin
K: Keratin
Lipo: control liposomes
LRC: label retaining cell
P-cad: P-cadherin
PICC: perifollicular inflammatory cell cluster
SC: stem cell
Te: early telogen stage (postnatal day 44, P44)
Tl: late telogen (Tl, P69)
Tm: mid telogen (Tm, P55)

# Supplementary material for: Macrophages Contribute to the Cyclic Activation of Adult Hair Follicle Stem Cells
**Source:** PLoS Biol. 2014 Dec 23;12(12):e1002002. doi: 10.1371/journal.pbio.1002002
**Supplement:** Text S1 — Supplementary materials and methods.

**SUPPORTING INFORMATION**

**Cell Culture**

Freshly isolated bone marrows of CD-1 mice and LysMCre+/T iDTRKI/KI (Jackson Lab) were used to generate crude populations of bone-marrow-derived-macrophages (BMDM) *in vitro*, as previously described [1]. Briefly, bone marrow cells were cultured for 7 days in DMEM medium supplemented with 10% FBS, 100 U/ml penicillin/streptomycin, and 10 ng/ml recombinant mouse M-CSF (PeproTech EC). For coculture experiments, BMDM cells were washed in PBS, and grown in 3:1 DMEM/F12 media supplemented with 5% FBS, 100 U/ml penicillin/streptomycin and 0.3 mM Ca2+. For the generation of HF-SC cultures, K15-GFP, CD34+ FACS sorted cells were plated on fibronectin coated dishes and grown in 3:1 DMEM/F12 media supplemented with 15% FBS, 100 U/ml penicillin/streptomycin and 0.3 mM Ca2+. HF-SCs were incubated for 48 h in conditioned media of BMDM cultures treated with clodronate or control liposomes. For alive/death BMDM experiments, BMDM were treated for 24h with LysMCre+/TiDTRKI/KI or control LysMCre+/+iDTRKI/KI BMDM pretreated overnight with DT (1g/ml).

**Western Blotting**

Cells in culture were lysed in a buffer containing 50mM Tris pH7.4, 150 mM NaCl, 5 mM EDTA, 5 mM EGTA, 1% Triton X-100, 1% NP40, 2 mM sodium orthovanadate, 1 mM PMSF and protease inhibitors. BMDM conditioned media were concentrated 15 times using Amicon ultra centrifugal filters (Millipore). Protein lysates or conditioned media were separated by electrophoresis in SDS-polyacrylamide gels and transferred onto nitrocellulose membranes. Blots were blocked and incubated with Wnt7b (mouse mAb, MAB3460 R&D Systems) and Wnt10a (rabbit pAb, AB106522 Abcam and Rat pAb, MAB34691, R&D), -actin (mouse Ab, Sigma Aldrich A5441), vinculin (mouse Ab, sigma Aldrich V9131) and active Caspase 3 (rabbit pAb, Cell Signaling, 9661) primary antibodies. After incubation with secondary horseradish peroxidase-conjugated antibodies, the signals were detected with the ECL Western Blotting detection system (Amersham, GE Healthcare, UK).

**Immunohistochemistry, immunofluorescence, whole mount and antibodies**

Skins were embedded in OCT compound and frozen, or fixed overnight with buffered 4% PFA at 4C and embedded in paraffin. 7 μm sections of frozen skin were fixed in 4% PFA and immunostained with different antibodies according to manufacturer’s instructions. 3 μm paraffin-embedded skin sections were stained with hematoxylin and eosin for histological analysis or processed for immunostaining. Slides were blocked with PBS, 0.3% Triton X-100, 1% BSA, 5% normal goat serum, 5% normal donkey serum, or MOM Basic kit (Vector Labs). Images were acquired using an Eclipse 90i fluorescent microscope (Nikon Instruments) adapted with a DS-QiMC digital camera, and the NIS-elements acquisition software (Nikon Instruments). Images were processed with the Photoshop CS4 software (Adobe Systems), and quantifications were performed using the NIS or the ImageJ software (NIH).

Histomorphometric analyses were carried out as previously described[2,3]. Briefly, HF stages throughout the hair cycle were evaluated respecting comprehensive guide of for the accurate classification of murine HF[2]. Perifollicular F4/80+ positive cell counts were evaluated in 31 m wide dermal strip compartments around the HF as previously reported[2]. HF counting was assed starting at midline, and spaced by lateral interval of 90 m to exclude double HF counting. Positive cells were counted in 10x magnification fields and normalized to total skin area.

For whole mount, skin was isolated from mice at specific time points, fixed overnight in PFA 4%. Tissues were blocked and permeabilized in PBS, 0.5% NGS, 0.5% NDS, 1%BSA, 1%Tween, 1%Triton. Stainings were conducted O.N. at 4C. Images were captured using a Leica TCS SP5 (AOBS) confocal microscope. 3D reconstruction were produced with Imaris software (Bitplane).

The following primary antibodies were used: -catenin (-cat, mAb Clone 15B8, C7207 Sigma), CD3 (mouse mAb Clone APA1/1, 05-785 Millipore), CD11b (mouse mAb Clone ICRF44, 555386 BD Pharmigen), CD11c (hamster mAb Clone G235-2356, 553954 BD Pharmigen), CD34 (rat mAb Clone RAM34, 553731 BD Pharmigen), F4/80 (rat mAb Clone CI:A3-1, MCA497G Serotec), Gr1/Ly6G (rat mAb clone RB6-8C5, MAB1037 R&D Systems), Keratin-5 (K5, rabbit pAb, PRB-160P Covance), Keratin-6 (K6, rabbit pAb, PRB-169P Covance), Ki67 (rabbit pAb, NB500-170 Novus Biological), P-cadherin (P-cad, rat mAb Clone PCD1, 13-2000Z Zymed Laboratories), Tenascin C (TenC, rabbit pAb, AB19011 Millipore), TurboRFP (Katushka, rabbit pAb, AB233 Evrogen), iNOS (rabbit pAb, 610333 Becton Dickinson) and Arg1 (goat pAb, SC-18534 SantaCruz).

**RNA isolation and Real Time-PCR**

FACS isolated skin-resident macrophages were pooled from 4 littermate mice per point. Total RNA was isolated from cells and tissues using TRIZOL (Invitrogen), and purified using the Absolutely RNA reverse transcription system (Stratagene). After DNAse treatment, 2 g were used for cDNA synthesis using the Ready to Go You Prime It First-Strand beads and random primers (GE Healthcare). RT-PCR reactions were conducted using the GoTaq qPCR Master Mix (Promega) and a MasterCycler Ep-Realplex thermal cycler (Eppendorf). The following settings were used: 2 min at 95 C for initial denaturing, 35 cycles of 15 s at 95C denaturing, 40 s at 57C annealing, and 45 s at 72C extension. The expression levels of PCR products were normalized according to GAPDH or -actin. The relative expression of mRNAs between samples and controls was calculated using the comparative ddCt method. The primers used to perform the PCR reactions are indicated below:

Actin Fw 5’ cacagctgagagggaaatcg 3’ Rv 5’ agtttcatggatgccacagg 3’

AE15 Fw 5’ gagctaagacgcgagcaaga 3’ Rv 5’ ccacctctgggtaatgctct 3’

Axin2 Fw 5’ gagagtgagcggcagagc 3’ Rv 5’ cggctgactcgttctcct 3’

BMP2 Fw 5’ agatctgtaccgcaggcact 3’ Rv 5’ gttcctccacggcttcttc 3’

BMP4 Fw 5’ gaggagtttccatcacgaaga 3’ Rv 5’ gctctgccgaggagatca 3’

BMP6 Fw 5’ actgactagcgcgcagga Rv 5’ tgtggggagaactccttgtc

BMP7 Fw 5’ cgagaccttccagatcacagt Rv 5’ cagcaagaagaggtccgact

CyclinD1 Fw 5’ gcgtaccctgacaccaatctc 3’ Rv 5’ ctcctcttgcattctgctc 3’

Gapdh Fw 5’ cctggagaaacctgccaagtatg 3’ Rv 5’ agagtgggagttgctgttgaagtc 3’

Gata3 Fw 5’ ttatcaagcccaagcgaag 3’ Rv 5’ tggtggtggtctgacagttc 3’

Gli2 Fw 5’ gcagactgcaccaaggagta 3’ Rv 5’ cgtggatgtgttcattgttga 3’

ICAM1 Fw 5’ cttccagctaccatcccaaa Rv 5’ cttcagaggcaggaaacagg

K6 Fw 5’ agtttgcctccttcatcgac 3’ Rv 5’ tgctcaaacataggctccag 3’

K6irs Fw 5’ tggacgcagcttacatgaac 3’ Rv 5’ tctctgccttgctcttcaca 3’

K34 Fw 5’ gtggagtctctgagggagga 3’ Rv 5’ cgcagggtgttgacttcc 3’

Lef1 Fw 5’ tcctgaaatccccaccttct 3’ Rv 5’ tgggataaacaggctgacct 3’

mOvo1 Fw 5’ gcgagatctacgtgccagtc 3’ Rv 5’ caccgatgcctctggttc 3’

Sox9 Fw 5’ tgcccatgcccgtgcgtcaa 3’ Rv 5’ cgctccgcctcctccacgaagggtct 3’

Wnt2 Fw 5’ cctgatgaaccttcacaacaac Rv 5’ tcttgtttcaagaagcgctttac

Wnt3a Fw 5’ ctcgctggctacccaattt Rv 5’ gaggccagagatgtgtactgc

Wnt7b Fw 5’ gcgtcctctacgtgaagctc 3’ Rv 5’ tcttgttgcagatgatgttgg 3’

Wnt10a Fw 5’ tcctattcttcctactactact 3’ Rv 5’ aaaatatcattaaatact 3’

IL10 Fw 5’ cagagccacatgctcctaga Rv 5’ gtccagctggtcctttgttt

IL12a Fw 5’ ccaggtgtcttagccagtcc Rv 5’ gcagtgcaggaataatgtttca

**References**

1. Weischenfeldt J, Porse B (2008) Bone Marrow-Derived Macrophages (BMM): Isolation and Applications. CSH Protoc 2008: pdb prot5080.

2. Paus R, van der Veen C, Eichmuller S, Kopp T, Hagen E, et al. (1998) Generation and cyclic remodeling of the hair follicle immune system in mice. J Invest Dermatol 111: 7-18.

3. Muller-Rover S, Handjiski B, van der Veen C, Eichmuller S, Foitzik K, et al. (2001) A comprehensive guide for the accurate classification of murine hair follicles in distinct hair cycle stages. J Invest Dermatol 117: 3-15.

How the deposited data were processed for this re-analysis (not part of the article)

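Gene expression was measured in CD11b+Gr1−F4/80+ macrophages isolated by FACS from mouse backskin at early (Te), mid (Tm), and late telogen (Tl). RNA of 3 littermate mice was pooled per stage, amplified as a whole transcriptome from small amounts, labeled with Cy3, and hybridized to 1 array per stage (Agilent mouse gene expression array). The authors scanned the arrays and quantified the images with Feature Extraction. They deposited, for each array, the intensity of every spot on a linear scale, after the software's own background correction and without normalization between arrays. They also deposited a table of processed log2 values. The text of the paper does not name the normalization of the arrays, and its methods call a probe set changed at an absolute fold change of 10 or more.

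The log2 table of the authors was compared with their scanner files before it was used. All of its 36409 probes have a median of 0 over the 3 arrays, and the smallest difference between the highest and the lowest array was 1.00 on the log2 scale. Of the 19238 remaining probes, 99.99% varied by less than that on the same scale. The table is thus restricted to probes that vary between the arrays. Its Tm and Tl columns match the scanner files deposited for Tl and Tm, respectively, with 99.9% and 99.8% of probes within 0.05 (log2) of the median offset. The scanner files were used as they are assigned to the samples, and the other assignment is reported beside most results. Te was mapped by the stage that the paper gives, although the sample labels give day 42 and the paper day 44.

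From the intensities deposited by the authors, control spots and spots marked as outliers by the software were left out, spots of the same probe were averaged, and log2 of the processed signal was taken relative to the 75th percentile of each array. A probe was taken as detected when at least 0.5 of its spots were well above background by the software's call. A change was reported when the probe was detected on at least 1 of the 2 arrays. With detection on 1 side only, the ratio was computed against the lowest signal among detected probes of the dim array, or the dim probe's own signal if higher, and is a lower bound of the fold. No fold was given where this bound was under 1 or both signals were dim. Probes were named through their RefSeq transcript and a table of mouse gene names (GRCm38.p6), which gave a symbol to 26056 of 55681 probes. Each gene was represented by its probe with the highest mean signal over the arrays, and the other probes are given in the text for Rad51d, Plagl2, Son, and Itgam. Some other genes, such as Trp63, also have probes that disagree in direction.

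With 1 array per stage no test between stages was possible, and no p-values are given. The t-test that the statistics section of the paper names for its other data was not applied. The number of arrays limits the precision, and the only error that could be measured was that of repeated spots. The median SD of the log2 signal over probes with 10 or more spots was 0.116 at Te, 0.100 at Tm, and 0.105 at Tl, from 294, 265, and 303 probes. All arrays were on 1 slide, so slide could not be examined. The rule for the genes named in the text, the gene lists, and the alternatives, except where said otherwise, were fixed before the data were examined. The genes named are the genes that the paper names for the arrays, the Wnt family, the genes of the marker lists, and the 5 genes with the largest increase and the 5 with the largest decrease among genes measured on both arrays whose probes moved the same way. Wnt9a, Wnt6, Wnt5b, Wnt16, and the genes singled out from the lists were chosen from these after their values were seen. A gene of the paper's shortlist is not reported here by its own value.

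Lists for core pro-apoptotic, survival, macrophage, classical (M1), alternative (M2), keratinocyte, fibroblast, T cell, mast cell, Langerhans and dendritic cell, neutrophil, melanocyte, adipocyte, endothelial, muscle, red cell, proliferation, and housekeeping genes were used. The median change of a list was set against 10000 random lists of the same size, matched on mean signal in 20 bins, as a description of these arrays. The alternatives tried were other scalings (the 75th percentile over probes detected on all 3 arrays, quantile normalization, the median, and none), normexp background correction (offset 50, on median intensities of spot and background because the scanner files hold no mean intensity), the authors' log2 table, other filters on dim probes (detection on both arrays, a positive and significant signal, and none), outlier spots kept, the median over a gene's probes, a threshold of 5-fold, and genes in place of probes. The assignment of the Tm and Tl arrays according to the authors' log2 table was added after the data had been seen.

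The steps were tested on simulated data made from the 55663 probes of the Te array with the spot error added, with 200 probes changed by known folds. The median error of a change measured on both arrays was 0.10 (log2). Of 63 probes changed by 20-fold or more and measured on both arrays, 63 passed the 10-fold threshold, and 0 unchanged probes did so. Including probes that were dim on 1 array, 81 of 99 passed, because a bound can lie below the true fold. With only the spot error added, an unchanged probe could hardly reach 10-fold. The absence of such calls thus says nothing about false calls from sorting, amplification, or dim signal in the real arrays. In a separate simulation of invented, independent genes, 7 of 200 random lists with no change had a median above 95% of their random lists. Those genes were not taken from the arrays. The check therefore does not cover genes that change together or changes that depend on signal. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and limma 3.58.1 in R 4.3.3 were used. The RT-PCR, immunofluorescence, and flow cytometry of the paper have no arrays and were not analysed here.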

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

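The tests on normalization and on the share of macrophages and the comparison of the value table with the scanner files were chosen after the results were seen, while the tests on keratinocyte and cell cycle genes were planned. All patterns below rest on 1 array per stage, and no biological explanation was tested against replicates.

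Keratinocyte transcripts were higher on both later arrays than at Te. The list of 15 genes had a median log2 change of 2.99 on the array deposited as Tl and 3.37 on the array deposited as Tm, higher than 100% of random lists in both cases. The abundant keratins moved with it. Relative to the 75th percentile of each array, Krt5 was at 1.58 at Te, 4.91 on the array deposited as Tl, and 5.55 on the array deposited as Tm, and Krt14 was at 1.22, 4.09, and 4.35. Trp63 did not rise on both arrays, and Itga6 changed by less than the spot error, by 0.06 (0.01 on the array deposited as Tm). At Te 14 of the 15 genes were already well above background, and 1 of them, Perp, is in the paper's shortlist. Scaling or filtering as the cause is argued against, because the lowest median over the alternatives was 2.75. A lower share of macrophages that raised all other cell types alike is argued against by the fibroblast list. Its median changed by -0.80 (-0.87 on the array deposited as Tm). The endothelial list was at -0.19 (-0.95), but on the array deposited as Tl it reversed to 0.33 when scaled to the median of each array. A lower share of macrophages through more epidermal cells alone is not excluded by these lists. The macrophage list itself was at -0.42 (-0.18). A larger amount of keratinocyte RNA in the later sorted samples stays open, and so does a change within the macrophages.

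The list of 21 cell cycle genes was also higher, with a median of 1.21 on the array deposited as Tl and 1.66 on the array deposited as Tm. This was higher than that of 99.95% and 100% of random lists. Among the alternatives the median ranged from 0.80 to 2.38. Mki67, Top2a, and Tyms did not rise on both later arrays. More cycling cells in the later samples may account for this, but whether these were macrophages or other cells was not tested.

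The melanocyte list had a median of 1.88 on the array deposited as Tl and 1.58 on the array deposited as Tm, higher than 99.5% and 97.6% of random lists. It holds 5 genes, of which Tyr and Mlana did not rise on both arrays. The fibroblast and endothelial lists moved the other way, as given above, so that the increase was not shared by all other cell types of the skin. No other explanation was tested for it.

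Wnt9a, which is not in the paper's shortlist, had a log2 change of 3.53 on the array deposited as Tl, measured on both arrays, and 46 of 14160 measured genes rose more. The lowest value over the alternatives was 2.89 with normexp background correction, so that the increase was not removed by any scaling or filter tried. It rests on 1 probe. Keratinocyte RNA may contribute to it as to the other Wnt genes, given the median of 2.99 for the keratinocyte list, and expression in macrophages stays open.

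The paper shows no result for the Tm array. The scanner file deposited for it held 257 probes at least 10-fold higher and 175 at least 10-fold lower than at Te. Because the value table lists this array as Tl, these counts may be those of Tl itself. The change in the value table's Tl column had a correlation of 0.729 with the scanner file deposited for Tl, against a correlation of 1.00 with the file deposited for Tm, as an exchange of both arrays in 1 of the deposits would give. Whether the exchange lies in the scanner files or in the value table cannot be told apart from these files. Wnt10a was higher by 0.75 (log2) on the array that the value table lists as Tl than on the array deposited as Tl, but with 1 array of each stage this does not say which of the arrays is Tl.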

How the results depend on the processing

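The exchange of the Tm and Tl arrays was tried after the data had been seen, and the other alternatives were set before. Wnt10a and Wnt7b were higher at Tl than at Te under every alternative that gave a value, with log2 changes between 2.58 and 7.01 for Wnt10a and between 0.49 and 4.58 for Wnt7b, and both have no value when detection on both arrays is required. The tally of pro-apoptotic genes stayed between 5 and 10 and that of anti-apoptotic genes between 3 and 5. The tally of stimulatory genes ranged more widely, from 1 of 2 with detection on both arrays to 7 of 7 without normalization, and was 4 of 7 with normexp. That of inhibitory genes ranged from 1 of 4 with detection on both arrays to 6 of 9 in the value table. The number of genes with a value differed between the alternatives, so these tallies are not out of the same total. The keratinocyte list was above 100% of random lists under every alternative. The core pro-apoptotic list lay between the 36.2 and the 98.3 percentile of random lists. The cause of the changes below was not tested, except where the alternative's construction gives it.

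Scaling moved the counts and their split. Increases made up 30.4% of the probes past 10-fold in the chosen setting, 15.7% with the 75th percentile over probes detected on all arrays, 66.7% with quantile normalization, 71.6% with the median, and 95.6% without normalization. The median change over all probes was -0.30, -0.50, -0.01, 0.20, and 0.84, respectively. With the 75th percentile over detected probes, 95 probes were higher, Wnt10a was at 3.90, Wnt7b at 1.70, and the core pro-apoptotic list at 0.44. With quantile normalization, 432 probes were higher and 216 lower, Wnt10a was at 4.97 and Wnt7b at 2.91, the correlation of Te and Tl was 0.879, and Lyz2 (0.18) and the Langerhans and dendritic cell list (0.40) reversed. With the median of each array, 356 probes were higher and 141 lower, Wnt10a was at 4.63, Wnt7b at 2.43, and the core list at 1.17, and Retnla (0.27) and the classical (0.17), alternative (0.19), and endothelial (0.33) lists reversed. Without normalization, 1010 probes were higher and 47 lower, Wnt10a was at 5.27, Wnt7b at 3.07, and the core list at 1.81. Of the genes and lists compared, and beyond the spot error in both settings, the ones reversed without normalization, where the brighter Tl array raises all values, were Rad51d (0.23), Plagl1 (0.50), Wnt6 (0.73), Wnt5b (0.79), Wnt16 (0.56), Retnla (0.91), Lyz2 (0.74), Mki67 (0.59), and the macrophage (0.74), classical (0.81), alternative (0.83), fibroblast (0.37), Langerhans and dendritic cell (0.42), neutrophil (0.54), and endothelial (0.98) lists. Plagl2, within the spot error in the chosen setting, became 2.04-fold higher without normalization and 1.31-fold with the median.

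With normexp background correction, whose offset shrinks the changes of dim probes, 30 probes were higher and 61 lower, Wnt10a was at 2.58, Wnt7b at 0.49, the core list at 0.29, and the correlation at 0.916, and the red cell list of 2 genes reversed (-0.27). With the authors' value table, which applies no filter on dim probes and lists the other array as Tl, 630 probes were higher and 1377 lower, Wnt10a was at 7.01, Wnt7b at 4.58, and the core list at 1.65. Bmp6 (-3.23), Brca1 (-3.42), Ccr7 (0.22), and the alternative (0.71), Langerhans and dendritic cell (2.77), and neutrophil (0.77) lists reversed there. The table holds only probes that vary between the arrays, so its list medians cover fewer genes, and a correlation between its centered columns has no meaning and was not computed. With the Tm and Tl arrays exchanged, 257 probes were higher and 175 lower (59.5% higher), Wnt10a was at 4.86, Wnt7b at 2.65, and the core list at 1.03, and Bmp6 (-1.76), Brca1 (-1.10), Wnt6 (0.23), Ccr7 (0.22), and the Langerhans and dendritic cell list (0.19) reversed.

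With detection required on both arrays, 97 probes were higher and 161 lower, 1 stimulatory gene was higher and 1 inhibitory gene lower, because fewer genes remain, and the correlation was 0.890. With a positive and significant signal in place of well above background, 429 probes were higher and 1817 lower, Wnt10a was at 6.25, Wnt7b at 3.83, and the correlation at 0.897. The plain ratio without a filter also gave 429 and 1817 probes, 6.25 and 3.83, and a correlation of 0.913. With outlier spots kept the correlation was 0.867, which differs from the chosen setting by more than the spot error only beyond the third digit. At a threshold of 5-fold, 779 probes were higher and 1932 lower. Counted as genes, 108 were higher and 75 lower. The median over a gene's probes reversed Rad51d (1.11) and Son (-0.22). A model with the slide as a block could not be fitted because all arrays lie on 1 slide.

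Of the single genes and other lists, none moved beyond the spot error when outlier spots were kept, and 11 moved with the median over a gene's probes, 9 with the positive and significant signal, 11 with the plain ratio, and 6 with detection on both arrays. With quantile normalization 61 moved, 47 with normexp, 56 with the value table, and 64 with the arrays exchanged. The 75th percentile over detected probes, the median, and no normalization shift nearly all changes by the same constant, so a count of moved results says nothing about single genes there. The depth of signal limits the low genes most. Wnt10a, Wnt7b, and Rad51ap1 were not well above background at Te, and their fold changes are bounded only from below.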

Differences from the paper's values

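The heights of the bars in Fig. 5A were read by eye and are given as folds, with a minus sign for genes that are lower at Tl. Of the 30 genes compared, 15 differed from the bars. A lower bound counts as within the paper's value when it has the same direction and is not more than 1.5 times the bar. The exchange of the Tm and Tl arrays, named below, was chosen after seeing the values.

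For Bmp6 the paper's fold is about -10 in Fig. 5A, read by eye, and the value here is 1.59. For Fgf17 it is about -6 in Fig. 5A, read by eye, against -2.50, for Brca1 about -11 against 1.56, for Birc7 about -4 against -2.15, and for Wnt7a about -1 against -2.22 (all Fig. 5A, read by eye). For these 5 genes the authors' value table gives values within the paper's. With the exchange of the Tm and Tl arrays, which was chosen after seeing the values, Wnt7a is at -1.46, and the other 4 genes have only lower bounds, of -3.39 for Bmp6, -1.91 for Fgf17, -2.15 for Brca1, and -1.47 for Birc7, which do not exclude the paper's values but do not reach them either. All other alternatives differ from the paper's.

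For Wls the paper's fold is about 3 in Fig. 5A, read by eye, against 4.61 here, and for Wnt3 it is about 2 in Fig. 5A, read by eye, against at least 3.04. For both, the 75th percentile over probes detected on all arrays, normexp, the value table, and the exchanged arrays (chosen after seeing the values) give values within the paper's, and the other alternatives that give a value do not. For Wnt3 all of these but the value table are lower bounds. For Bmp7 it is about 6 in Fig. 5A, read by eye, against 3.23, with quantile normalization, the median, no normalization, the value table, and the exchanged arrays (chosen after seeing the values) within it, and the other alternatives not. For Bmp4 it is about 2 in Fig. 5A, read by eye, against 3.1, with the median over the gene's probes, the 75th percentile over detected probes, quantile normalization, the value table, and the exchanged arrays (chosen after seeing the values) within it, and the other alternatives not. For Casp9 it is about 4 in Fig. 5A, read by eye, against 2.42, with the median, no normalization, normexp, the value table, and the exchanged arrays (chosen after seeing the values) within it, and the other alternatives not.

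For Rad51d the paper's fold is about 10 in Fig. 5A, read by eye, against -1.91, for Traf2 about 5 against 1.23, for Plagl2 about -4 against -1.10, and for Son about -10 against 2.01 (all Fig. 5A, read by eye). No alternative brings these genes within the paper's values. For Plagl1 it is about -3 in Fig. 5A, read by eye, against -1.58, and only the median over the gene's probes is within it. These 5 genes have several probes, and in the value table's Tl column another probe than the brightest lies within 1.5 times of the bar. In that column each of the 33 genes of the figure found on the array has at least 1 probe within 1.5 times of its bar, compared to 11 genes in the Tm column.

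Fig. 5A also gives a direction for Wnt10b, Fgf7, and Bmp8b, which have no fold here because neither array was well above background. The value table, the plain ratio, and the positive and significant signal give them a value, and the exchange of the arrays, chosen after seeing the values, gives one to Bmp8b.

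The paper states that genes that regulate HF-SC behavior were the most upregulated ones. Of the 17 stimulatory and inhibitory genes in the shortlist, 1 had a value or bound of at least a 10-fold increase here, Wnt10a. For Wnt7b, at least 3.75-fold higher, a 10-fold increase is not excluded, and its plain ratio was 14.2 (23.9 on the array deposited as Tm). Bmp8b had no value on the array deposited as Tl, and its fold in the value table was 10.05. The bound of Wnt7b was exceeded by 737 genes measured on both arrays, and that of Wnt10a by 16. Counting genes with bounds as well, the bound of Wnt7b was exceeded by 942 genes and that of Wnt10a by 28. By the plain ratio, 1 of 19738 genes lay above Wnt10a and 119 above Wnt7b, and on the array that the value table lists as Tl 0 and 61. The bounds can understate the rank and the plain ratios rest on a Te signal within background, so the rank of both genes is not fixed by these counts.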

Other observations

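The tests on keratinocyte genes, on cell cycle genes, on repeated probes, on quantile normalization, and on position were planned, and those on the normalization of the keratinocyte genes, the share of macrophages, and the exchange of arrays were chosen after the results were seen.

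Wnt10a and Wnt7b rose together with keratinocyte genes. A hypothesis is that more keratinocyte RNA in the later sorted samples contributes to their increase, since keratinocytes of the epidermis and hair follicle are a candidate source of Wnt transcripts. The test was whether keratinocyte genes were higher at Tl as a set, and their median change was 2.99. The 6 keratin genes of the list had a median of 3.15 (3.51 on the array deposited as Tm), and Cdh1 rose by 4.56 (4.52). The bound of Wnt10a, 4.11 (4.86), is below the change of Cdh1, the largest of the list among genes measured on both arrays, on the array deposited as Tl and above it on the array deposited as Tm. It is above the next largest on the array deposited as Tl, Perp at 3.46, and above the list median of 2.99 (3.37). A rise of the size of the list median would thus not reach the bound in the chosen setting. With normexp background correction the bound of Wnt10a was 2.58. Cdh3, also in the list, rose by at least 2.99 (3.75). Among the largest increases on the arrays, Lor and Serpinb5 are also genes of keratinocytes. The rise was not removed by any scaling or filter (lowest median 2.75), and it was not a general rise of other skin cells, as the fibroblast list changed by -0.80. The arrays cannot show in which cells of the sorted population Wnt10a and Wnt7b were expressed. Expression in macrophages, which the paper examined by RT-PCR and immunofluorescence, stays open as an explanation beside keratinocyte RNA.

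Some genes of other epidermal cells, chosen from the lists after their values were seen, rose as well. Cd207, a gene of Langerhans cells, rose by 2.13 (2.99 on the array deposited as Tm), Epcam by 2.71 (2.80), Itgax by 2.17 (2.73), and Cd3e by 3.08 (4.20). The Langerhans and dendritic cell list as a whole did not, with a median of -0.74 (0.19), higher than 7.28% (28.2%) of random lists. The T cell list had a median of 0.55 (1.12), higher than 74.9% (95.0%) of random lists. Medians on the array deposited as Tl, with those on the array deposited as Tm in parentheses, were 0.14 (-0.56) for mast cell, -0.62 (0.00) for neutrophil, -0.09 (0.83) for adipocyte, 0.00 (-0.09) for muscle, and 0.24 (2.10) for red cell genes. These lay above 73.4% (36.9%), 23.8% (63.1%), 70.7% (93.4%), 69.7% (51.2%), and 61.0% (96.8%) of random lists. The housekeeping list was at 0.09 (0.86), above 77.0% (88.4%). The fibroblast list was above 1.48% (0.07%) and the endothelial list above 9.19% (0.885%).

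The pro-apoptotic shortlist contains Rad51ap1 and Brca1, which also act in DNA repair in cycling cells. If more cells were in cycle in the Tl sample, cell cycle genes should be higher as a set, and their list lay above 99.95% of random lists. Cell cycle may thus account for the rise of Rad51ap1. It leaves Brca1 open, whose direction depended on the array, and an increase of Rad51ap1 with apoptosis is not excluded.

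Noise of single spots as the whole cause of the changes past 10-fold is argued against. In 86 called probes with another probe of the same gene, the other probes had a median log2 change of 1.71 in the direction of the call, and 76 moved the same way. The highest median in 1000 draws of uncalled probes was 0.74. The other probes showed a median fold of 3.27, well below 10, so that single probes may overstate the size of a change. A difference in signal distribution as the whole cause is argued against by the 648 probes past 10-fold after quantile normalization, compared to 506 before, of which 362 were shared with the same direction. The position of probes on the array is argued against by a dispersion of 0.975 over 64 blocks, within the range of 0.683 to 1.40 of random draws.

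The Tl bars of Fig. 5A follow the Tl column of the value table, which is the array whose scanner file was deposited for Tm. The correlation of that column's change with the scanner file deposited for Tl was 0.729, which is consistent with an exchange of both arrays in 1 of the deposits. If the scanner files are right, the bars of Fig. 5A would show Tm over Te. The array listed as Tl in the value table had the higher Wnt10a, by 0.75 (log2). The paper's RT-PCR (Data S1) goes the same way, with folds over Te of 4.48 at Tm and 5.25 at Tl for Wnt10a. For Wnt7b the array listed as Tl also had the higher bound, and the RT-PCR folds were 1.48 at Tm and 1.93 at Tl. The 3 relative expression values behind each Wnt10a fold ranged from 3.72 to 4.88 at Tm and from 4.48 to 5.88 at Tl. Those of Wnt7b ranged from 1.03 to 1.68 and from 1.49 to 2.18. The values of both genes thus overlap between the stages, and 1 array per stage has no replicate. The exchange in the scanner files and that in the value table cannot be told apart.

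The paper's RT-PCR values for Wnt10a and Wnt7b (Data S1), measured in other pools of sorted macrophages, give folds of 5.25 and 1.93 at Tl over Te. The bounds from the arrays, at least 17.2-fold and at least 3.75-fold, are higher in the chosen setting, but with normexp background correction they are 5.97-fold and 1.41-fold, the latter below the RT-PCR fold. In the chosen setting the bounds on the array deposited as Tm are 29.0-fold and 6.29-fold, against RT-PCR folds of 4.48 and 1.48 at Tm. Both assays give an increase.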
